# Yap and Taz regulate retinal pigment epithelial cell fate

**DOI:** 10.1242/dev.119008

**Published:** 2015-09-01

**Authors:** Joel B. Miesfeld, Gaia Gestri, Brian S. Clark, Michael A. Flinn, Richard J. Poole, Jason R. Bader, Joseph C. Besharse, Stephen W. Wilson, Brian A. Link

**Keywords:** Eye development, Ocular morphogenesis, Zebrafish, Tfec, Hippo signaling, Sveinsson's chorioretinal atrophy, Choroid fissure, Coloboma, Directed differentiation of stem cells

## Abstract

The optic vesicle comprises a pool of bi-potential progenitor cells from which the retinal pigment epithelium (RPE) and neural retina fates segregate during ocular morphogenesis. Several transcription factors and signaling pathways have been shown to be important for RPE maintenance and differentiation, but an understanding of the initial fate specification and determination of this ocular cell type is lacking. We show that Yap/Taz-Tead activity is necessary and sufficient for optic vesicle progenitors to adopt RPE identity in zebrafish. A Tead-responsive transgene is expressed within the domain of the optic cup from which RPE arises, and Yap immunoreactivity localizes to the nuclei of prospective RPE cells. *yap* (*yap1*) mutants lack a subset of RPE cells and/or exhibit coloboma. Loss of RPE in *yap* mutants is exacerbated in combination with *taz* (*wwtr1*) mutant alleles such that, when Yap and Taz are both absent, optic vesicle progenitor cells completely lose their ability to form RPE. The mechanism of Yap-dependent RPE cell type determination is reliant on both nuclear localization of Yap and interaction with a Tead co-factor. In contrast to loss of Yap and Taz, overexpression of either protein within optic vesicle progenitors leads to ectopic pigmentation in a dosage-dependent manner. Overall, this study identifies Yap and Taz as key early regulators of RPE genesis and provides a mechanistic framework for understanding the congenital ocular defects of Sveinsson's chorioretinal atrophy and congenital retinal coloboma.

## Abstract (precis)

**Summary:** In zebrafish, the transcriptional regulators Yap/Taz and Tead are necessary and sufficient for optic vesicle progenitors to adopt retinal pigmented epithelium identity.

## INTRODUCTION

The neural retina (NR) and retinal pigment epithelium (RPE) arise from a common pool of progenitors during optic vesicle development. Specifically, in fish, cells from the outer layer of the optic vesicle migrate around its margins, as cells within the interior invaginate to form the optic cup (Picker et al., 2009; Kwan et al., 2012; Heermann et al., 2015). Those cells that remain in the outer layer of the optic cup constitute RPE progenitors, whereas the interior is made up of NR progenitors (Picker et al., 2009; Kwan et al., 2012; Heermann et al., 2015). These two retinal populations are distinguishable long before overt functional differentiation, as the inner elongated cells of the NR are morphologically distinct from the outer flattened prospective RPE cells.

Initially, optic vesicle progenitors express the same transcription factor-encoding genes (such as *lhx2*, *pax6*, *six3*, *vsx2* and *rx1/2/3*), and signaling from surrounding tissues subsequently contributes to the regionalization of the optic vesicle into prospective RPE and NR domains (eye morphogenesis is reviewed in supplementary material Movie 1; Sinn and Wittbrodt, 2013; Fuhrmann et al., 2014). Even after RPE and NR domains are established, both cell populations maintain the ability to transdifferentiate (Sinn and Wittbrodt, 2013; Fuhrmann et al., 2014). As eye development progresses, multiple signaling pathways (including BMP, FGF, Notch, WNT, SHH and TGFβ) continue to influence the expression of transcription factors that function in the differentiation and maintenance of the NR and RPE (Sinn and Wittbrodt, 2013; Fuhrmann et al., 2014). Although several transcriptional modulators (including Mitf, Otx and β-catenin) have been implicated in RPE differentiation and maintenance, none has yet been shown to mediate the initial specification of RPE cell identity. Therefore, either combinations of known transcriptional regulators or novel factors must initiate specification of the RPE. Here we provide evidence that targets of the Hippo signaling pathway are key regulators of RPE specification.

The Hippo kinase signaling cascade widely regulates apoptosis, proliferation and cell fate decisions during development by controlling the localization and stability of the transcriptional co-activators Yes-associated protein 1 (Yap1, or more commonly Yap) and WW domain containing transcription regulator 1 (Wwtr1, or more commonly Taz) (Varelas, 2014). Inactive Hippo signaling results in nuclear localized Yap and Taz and an increase in transcription of Yap/Taz target genes. The main nuclear binding partners for Yap and Taz are the Tea domain (Tead) transcription factors. There are four Tead homologs in vertebrates, which together are broadly expressed across tissues during development (Mann et al., 2007; Naye et al., 2007).

An involvement of Yap and Tead in eye development is suggested by the prominent expression of a Yap/Taz-Tead-responsive transgene in tissues and cells undergoing complex morphogenetic movements, including the eyes (Miesfeld and Link, 2014). Furthermore, heterozygous loss-of-function mutations in *YAP1* in humans can result in autosomal dominant coloboma and a mutation within the Yap-binding domain of TEAD1 causes Sveinsson's chorioretinal atrophy (SCRA), an autosomal dominant loss of RPE, choroid, and photoreceptors radiating from the optic nerve head (Fossdal et al., 2004; Williamson et al., 2014). Although these mutations and associated diseases have been described, the mechanism(s) underlying the defects is unknown.

In this study we address the roles of Hippo signaling components during zebrafish eye development. We analyzed loss-of-function mutations in both *yap* and *taz*, transgenic lines that manipulate Yap and Taz activity in a tissue-specific manner, and reporter lines that label RPE progenitors. These tools revealed roles for the Yap and Taz transcriptional co-activators in choroid fissure closure and RPE specification that are likely to be conserved between zebrafish and humans.

## RESULTS

### Yap/Taz-Tead signaling is active during optic cup morphogenesis

Analysis of the *4xGTIIC*:d2GFP transgenic line (Miesfeld and Link, 2014) suggested a role for Yap/Taz-Tead activity in the developing lens, NR and RPE (Fig. 1; supplementary material Movie 2). Reporter transgene expression was evident in the ectoderm overlying the optic vesicle at 14 h post-fertilization (hpf) (Fig. 1A′) and in the lens placode and presumptive RPE by 18 hpf (Fig. 1B′). Throughout optic cup invagination transgene activity was present at low levels in NR progenitors and more prominently in RPE progenitors (Fig. 1; supplementary material Movie 2). Fluorescence is first evident in the optic cup midway through its morphogenesis, but Yap/Taz-Tead activity is likely to initiate earlier than this given the delay between transcription of the transgene and fluorescence of its protein product. To investigate the roles of Yap and Taz, we generated mutations within each gene and analyzed the consequences for eye formation.

**Fig. 1.**
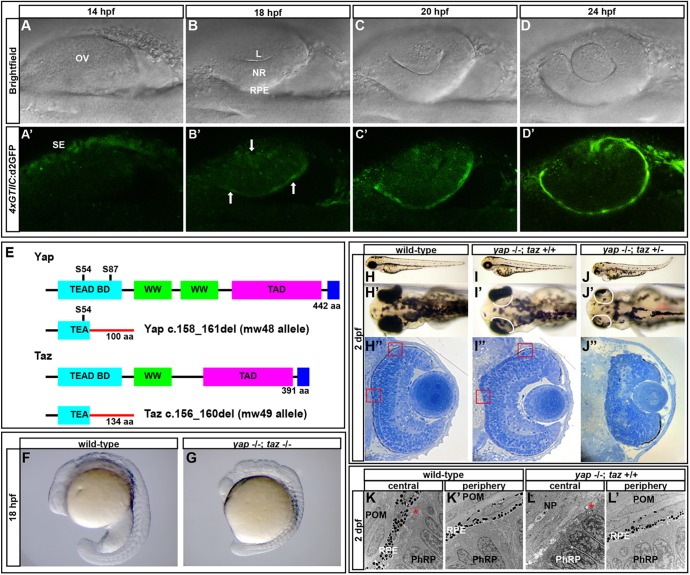
**A Yap/Taz-Tead reporter transgene is dynamically expressed during optic cup morphogenesis and *yap^−/−^* mutants exhibit RPE defects.** (A-D′) Images of live zebrafish from 14-24 hpf showing optic cup development and *4xGTIIC*:d2GFP transgene expression (green). Arrows indicate cells that are expressing the transgene while undergoing morphogenesis. (E) Schematic of wild-type and mutant Yap and Taz. Yap S54 is an essential residue for Tead binding and S87 is phosphorylated by Lats leading to cytoplasmic retention. The Yap c.158_161del and Taz c.156_160del mutants contain frameshifts resulting in early stop codons. TEAD BD, Tead transcription factor binding domain (light blue); WW, dual tryptophan motif (green); TAD, transactivation domain (fushia); PDZ domain (dark blue). (F,G) *yap^−/−^; taz^−/−^* embryos arrest by 18 hpf with multiple defects. (H-J″) Live embryos (H-J′) and sections (H″,I″,J″) of *yap^−/−^; taz^+/+^* (I-I″) and *yap^−/−^; taz^+/−^* (J-J″) showing RPE defects and additional NR defects in *yap^−/−^; taz^+/−^* mutants (J′) compared with control (H-H″). Boxed areas indicate locations of TEM analysis. (K-L′) Transmission electron microscopy analysis showing areas of normal RPE development (L′) and areas devoid of RPE (L) in *yap^−/−^* eyes. Asterisk indicates the presence of primary cilia on neuroepithelial cells*.* L, lens; OV, optic vesicle; NR, neural retina; RPE, retinal pigment epithelium; SE, surface ectoderm; POM, periocular mesenchyme; NP, neuropil; PhRP, photoreceptor progenitors.

### *yap* mutants lack RPE cells

*yap* mutant alleles were generated using transcription activator-like effector nuclease (TALEN) technology. Multiple founders containing different insertion or deletion alleles were obtained and two lines established. A 4 nt deletion, *yap c.158_161del* (*yap^mw48/mw48^*, referred to as *yap^−/−^*), resulted in a frameshift within the Tead-binding domain of Yap leading to a predicted incorrect amino acid sequence and an early stop codon (Fig. 1E). *yap^−/−^* embryos had a 3-fold decrease in *yap* mRNA (*P*=0.0009) and lacked Yap immunoreactivity (Fig. 3A-C), suggesting nonsense-mediated mRNA decay and the absence of Yap protein.

By 1 day post-fertilization (dpf), *yap^−/−^* mutants show mild heart edema, vascular hemorrhages and an impairment in RPE development (Fig. 1I-I″,L; supplementary material Fig. S1; data not shown). Some *yap^−/−^* fish survived to adulthood and none of the early phenotypes were exacerbated through the loss of maternal Yap contribution in embryos generated from *yap^−/−^* mothers. Embryos heterozygous for the *mw48* or other mutant alleles described here appeared overtly normal.

The loss of RPE in *yap^−/−^* mutants is noticeable as soon as melanization begins and becomes more apparent once retinal pigmentation is complete (Fig. 1I′,I″; supplementary material Fig. S1). RPE deficiency typically occurs at the back of the eye but can also variably occur on the lateral and ventral surfaces and can differ in phenotypic extent between eyes of the same embryo. Electron microscopy of 2 dpf *yap^−/−^* eyes revealed normal RPE cells in regions with visible pigmentation (Fig. 1L′). However, in areas lacking pigmentation there was an absence of flattened cells characteristic of either RPE or periocular mesenchyme, and NR progenitors directly abutted the forebrain neuropil (Fig. 1L). The retinal neuroepithelia appeared normal, possessed the modified primary cilia that form photoreceptor outer segments, and displayed proper retinal layering, even beneath regions lacking RPE (Fig. 1I″).

### *yap* mutants exhibit variable phenotypes including coloboma

Although fully penetrant, the RPE phenotype in *yap^−/−^* mutants was variable and other phenotypes, including viability, showed similar variability. Additional support for phenotypic variability in *yap* mutants came from assessment of another allele, *nl13*, which exhibited a colobomatous phenotype (Fig. 2G-H) and was identified through a forward genetic screen of ENU-induced mutations. The *nl13* mutation was localized between Zv2560 and Zv8353 on chromosome 18 using bulked segregant analysis with SSLPs. *yap* lies within this interval and, given that mutations in human *YAP1* can lead to isolated and syndromic coloboma (Williamson et al., 2014), this gene was a good candidate for harboring the mutation. The genomic mutation was identified as a single base change from A to T in the splice acceptor site of intron 4. Sequencing the coding region from mutant cDNA revealed four splice variants (Fig. 2A,B), with the main isoform resulting in a deletion of 11 nt between positions 673 and 684, generating a stop codon at amino acid 309, the beginning of the transactivation domain (Fig. 2A,B). Yap immunoreactivity was still detected in *yap^nl13/nl13^* mutants (Fig. 2E,H) but western blots showed the presence of a smaller than wild-type protein (∼40 kDa versus ∼65 kDa; Fig. 2C).

**Fig. 2.**
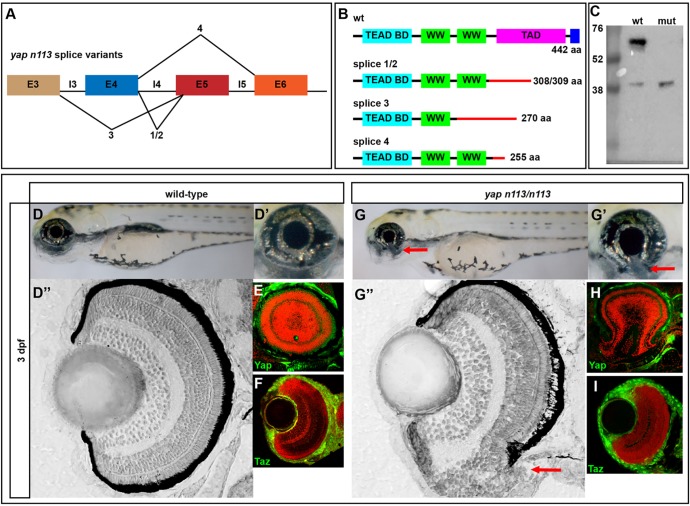
***yap^nl13/nl13^* mutants exhibit coloboma.** (A) Splice site variants elicited by the *yap^nl13^* allele. The mutation results in aberrant splicing and an early stop codon in the transactivation domain for all described products. (B) Protein schematics for wild-type and predicted mutant *yap^nl13^* allele variants. (C) Western blot showing the loss of full-length Yap in *yap^n^^l^^13/nl13^* mutants. A smaller protein product is detectable at higher levels in the mutant (∼40 kDa). (D-D″,G-G″) 3 dpf wild-type and *yap^nl13/nl13^* embryos showing coloboma (arrows) in the absence of other overt phenotypes. Plastic sections of wild-type (D″) and mutant (G″) eyes show the coloboma (arrow) phenotype and RPE deficits that are sometimes observed in the ventral retina. (E,F,H,I) Sections showing Yap and Taz proteins (green) in wild-type and *yap^n^^l^^13/nl13^* mutant eyes. Red counterstain (TO-PRO3) shows nuclei.

To test whether the mutation in *yap* caused the coloboma phenotypes, we injected synthetic *yap-GFP* RNA into embryos from a cross between carriers and assessed phenotypic rescue. In non-injected controls, 25.45% (*n*=28/110) of embryos showed coloboma, whereas injection of 200 pg wild-type *yap* mRNA rescued the coloboma phenotype (*n*=106/110 normal; 4/110 showed coloboma). As in humans with *YAP1* mutations, the coloboma phenotype in *yap^nl13/nl13^* zebrafish embryos could be either unilateral or bilaterally symmetric. RPE deficits were observed in *yap^nl13/nl13^* embryos as in other alleles, but these were restricted to the ventral eye around the open choroid fissure. Also, as in other alleles, NR lamination was generally normal although outer retinal neurons were significantly disrupted where the coloboma was present (Fig. 2G-G″). Other than the ventral eye phenotypes, *yap^nl13/nl13^* embryos showed no overt phenotypes (Fig. 2G).

### *taz* mutant alleles enhance the *yap^−/−^* phenotype

The variable loss of RPE in *yap^−/−^* embryos (and in other alleles) can be rescued by raising embryos at 20.5°C (supplementary material Table S1). Together with the observation that some RPE develops in mutants, this suggests that another factor(s) contributes to RPE development. An obvious candidate is Taz, a homologous transcriptional co-regulator, and so we generated a mutant allele with a 5 nt deletion, *taz* *c.156_160del* (*taz^mw49^*, referred to as *taz^−/−^*). This mutation leads to a frameshift deletion in the Tead-binding domain of Taz and a resultant truncated protein containing a sequence of 82 incorrect amino acids and an early stop (Fig. 1E). Despite lacking detectable Taz protein (Fig. 3D), *taz^−/−^* embryos have no overt embryonic phenotype and survive to adulthood.

Although *taz^−/−^* RPE appears normal, the inclusion of one mutant *taz* allele within a *yap^−/−^* background (*yap^−/−^; taz^+/−^*) enhanced the loss of RPE and led to more severe body axis, heart and NR defects compared with *yap^−/−^* siblings (Fig. 1J-J″). Double-homozygous mutant (*yap^−/−^; taz^−/−^*) embryos arrest before eye morphogenesis is complete, precluding assessment of RPE development (Fig. 1F,G).

Unlike in *yap^−/−^; taz^+/+^* embryos, rearing *yap^−/−^; taz^+/−^* embryos at low temperatures did not rescue the RPE phenotype (supplementary material Table S2), suggesting that the temperature sensitivity of the *yap^−/−^* phenotype is due to redundancy with Taz (as also described in other situations; Nishioka et al., 2009)*.* Analysis of *taz* mRNA levels within *yap^−/−^* embryos did not reveal compensatory changes in transcript abundance (Fig. 3C). However, Taz immunoreactivity appeared increased at 28 hpf (Fig. 3G-G‴), higher total Taz protein levels were detected in 2 dpf *yap^−/−^* embryos (Fig. 3H) and nuclear localization appeared enhanced in *yap^nl13/nl13^* mutants (Fig. 2F,I).

**Fig. 3.**
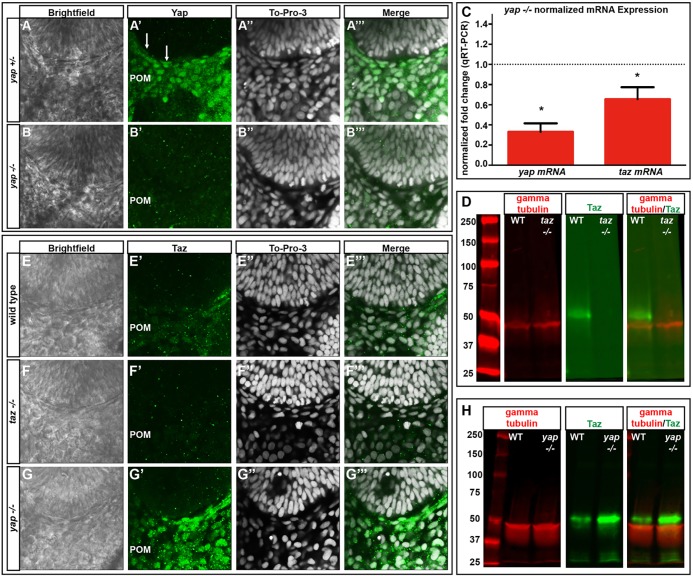
***yap* mRNA and Yap protein levels are decreased and Taz protein increased in *yap^−/−^* embryos.** (A-B‴) Yap immunoreactivity in wild-type and *yap^−/−^* eyes at 28 hpf. Yap protein is present in flattened RPE nuclei (arrows) and periocular mesenchyme (POM) in *yap^+/−^* embryos, whereas nuclear Yap staining is absent in the *yap^−/−^* mutant. (C) qRT-PCR analysis of whole embryos at 32 hpf showing a decrease in *yap* (3-fold, *P=0.0002) and *taz* (1.5-fold, *P=0.0270) mRNA in *yap^−/−^* mutants. Dotted line indicates normalized expression levels of *yap* and *taz* in wild-type embryos. An unpaired *t*-test was performed and statistical significance determined using the Holm-Sidak method. Error bars represent s.e.m. (D) Western blot showing Taz protein (∼52 kDa) in wild-type and its absence in *taz^−/−^* adult heart tissue. (E-G‴) Taz immunoreactivity in wild-type, *taz^−/−^* and *yap^−/−^* embryos at 28 hpf. (H) Western blot of Taz protein from 2 dpf wild-type (*n*=20) and *yap^−/−^* mutant (*n*=20) whole embryos.

### Nuclear activity of Yap/Taz-Tead is required for RPE genesis

SCRA is an autosomal dominant congenital disorder characterized by loss of RPE and photoreceptors proximal to the optic nerve head (Fossdal et al., 2004; Jonasson et al., 2007) and is caused by a tyrosine-to-histidine mutation in the Yap-binding domain of TEAD1 (Kitagawa, 2007). *yap^−/−^* embryos share phenotypic features of SCRA patients with TEAD1 deficiencies, suggesting that the consequences of Yap deficiency are mediated through Tead.

In order to determine if a lack of Yap-Tead activity is responsible for RPE loss, we first tested whether the Yap and Tead binding domains are conserved in zebrafish. We generated plasmids encoding wild-type Tead1a, a mutant version equivalent to the YAP1 binding-deficient allele of SCRA patients (Tead1a Y417H), wild-type Yap, and a variant with a mutation within the putative Tead-binding domain (Yap S54A) (Zhao et al., 2008; Chen et al., 2010) (Fig. 4A). Consistent with studies in other species, transfection assays in HEK293 cells showed that zebrafish Yap and Tead1a are able to interact with each other, whereas the mutant variants Yap S54A and Tead1a Y417H are unable to bind (Fig. 4B). Additionally, overexpression of the autosomal dominant Tead1a Y417H allele within the optic vesicle resulted in RPE loss around the optic nerve, similar to observations in SCRA patients (Fig. 4C-E′).

**Fig. 4.**
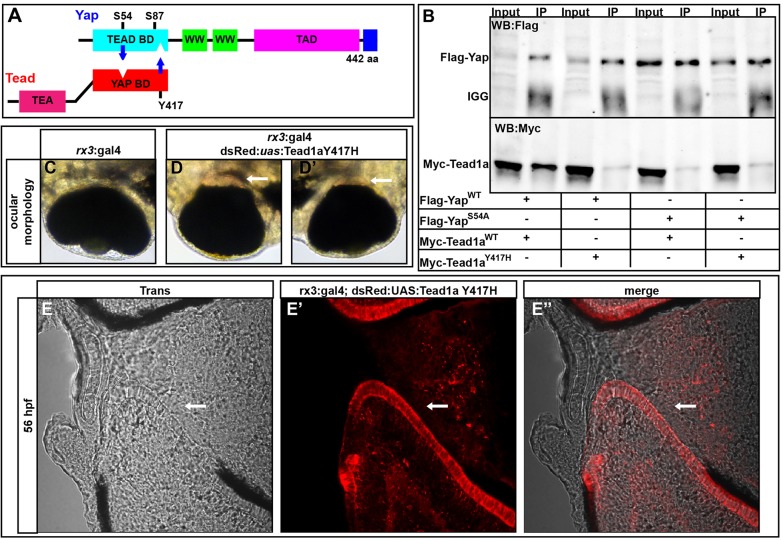
**Yap and Tead1a zebrafish protein interactions are conserved.** (A) Schematic of the zebrafish Yap and Tead binding domain (BD) interaction sites. (B) Immunoprecipitation of zebrafish Yap and Tead1a wild-type and Tead-binding-deficient Yap (Yap S54A) and Yap-binding-deficient Tead1a (Tead1a Y417H) isoforms. All the mutated protein variants lose the ability to interact, in contrast to the wild-type proteins. Immunoprecipitation (IP) was with an anti-Flag antibody. (C-E″) Whole eyes (C-D′) and sections (E-E″) showing RPE loss surrounding the optic nerve head after overexpression of Tead1a Y417H. Photoreceptors are red owing to late expression of the *rx3*:Gal4 driver in these cells. Arrows indicate areas lacking RPE.

To further investigate the role of Tead in Yap-mediated RPE genesis, we generated a Tead domain-specific *yap* mutant allele. A *c.158_178del* (*yap^mw69/mw69^*, referred to as *yap^ΔTB/ΔTB^*) deletion in *yap* created a seven amino acid in-frame deletion that eliminates the critical S54 and surrounding amino acids (Chen et al., 2010) within the Tead-binding domain (Fig. 5A). *yap^ΔTB/ΔTB^* mutants had slightly lower levels of *yap* mRNA (Fig. 5E). Although Yap protein was still detected (Fig. 5F-G‴) in *yap^ΔTB/ΔTB^* embryos, loss of RPE was still evident (Fig. 5B-D).

**Fig. 5.**
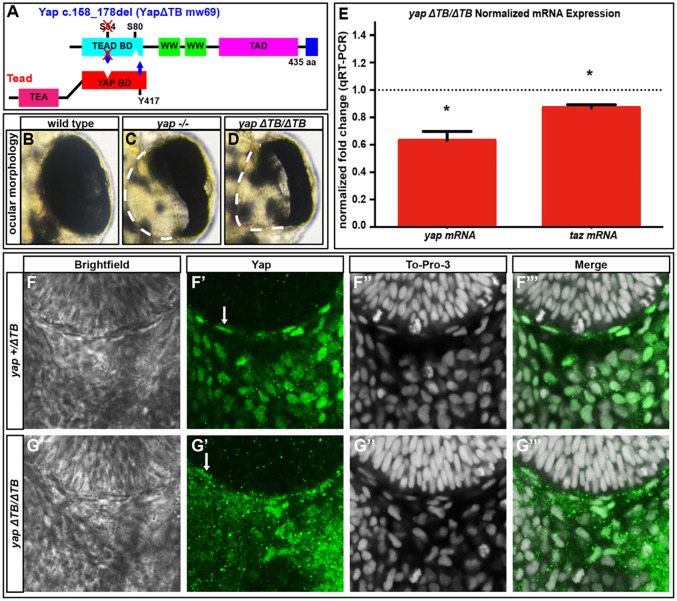
**Tead-binding-deficient *yap^ΔTB/ΔTB^* mutants lack RPE but maintain *yap* mRNA and Yap protein levels.** (A) The Tead-binding-deficient *yap^ΔTB/ΔTB^* zebrafish mutant. (B-D) 48 hpf whole eyes showing that *yap^−/−^* and *yap^ΔTB/ΔTB^* mutants lose a subset of RPE cells. Dashed lines indicate the border of the eye. (E) qRT-PCR analysis of whole embryos at 32 hpf revealing a decrease in *yap* (1.6-fold, *P=0.0052) and *taz* (1.15-fold, *P=0.0038) mRNA in *yap^ΔTB/ΔTB^* mutants. Dotted line indicates the normalized expression levels of *yap* and *taz* in wild-type embryos. An unpaired *t*-test was performed and statistical significance was determined using the Holm-Sidak method. Error bars indicate s.e.m. (F-G‴) Yap protein expression in *yap^+/ΔTB^* (F-F‴) and *yap^ΔTB/ΔTB^* (G-G‴) at 28 hpf. Yap protein is present in flattened RPE nuclei (arrows) and periocular cells in *yap^+/ΔTB^* and *yap^ΔTB/ΔTB^* embryos.

Additional evidence for a nuclear role of Yap in RPE genesis came from analysis of the consequences of overexpression of dominant-negative forms of Yap and Taz that contain nuclear localization sequences but lack transactivation domains (NLS-YapDN, NLS-TazDN) (Cao et al., 2008; Miesfeld and Link, 2014). When either dominant-negative Yap or Taz was mosaically overexpressed in RPE/retinal precursors using *vsx2*:Gal4 (Miesfeld and Link, 2014) or *rx3*:Gal4, loss of RPE was observed (Fig. 8E-G; supplementary material Fig. S2). By contrast, expression of either dominant-negative protein in periocular mesenchymal cells using a *foxc1b*:Gal4 driver did not result in RPE defects (not shown). Collectively, these results suggest that Yap/Taz-Tead-dependent transcription is required autonomously within optic cup progenitor cells to generate RPE.

### Optic vesicle proliferation and apoptosis are unaffected in *yap^−/−^* mutants

Two well-reported functions of the Yap/Taz-Tead interaction are the control of cell proliferation and death. However, there was no obvious difference in proliferation or cell death in *yap^−/−^* eyes at 14 hpf, before markers of pigmentation are detected, at 18 hpf, the onset of observed Yap/Taz-Tead reporter transgene activity, or at 24 hpf, when RPE loss is first detected (Fig. 6A,B). To more specifically assess the proliferation of prospective RPE cells, we used a *−2.7 kb tfec*:eGFP transgene that is expressed (as is the *tfec* gene; Lister et al., 2011) in presumptive and definitive RPE cells (Fig. 6C-E‴; supplementary material Movies 3 and 4). When analyzed at 14 hpf, there was no difference in the numbers of proliferating *−2.7 kb tfec*:eGFP-positive cells between *yap^−/−^* and sibling controls (Fig. 6F).

**Fig. 6.**
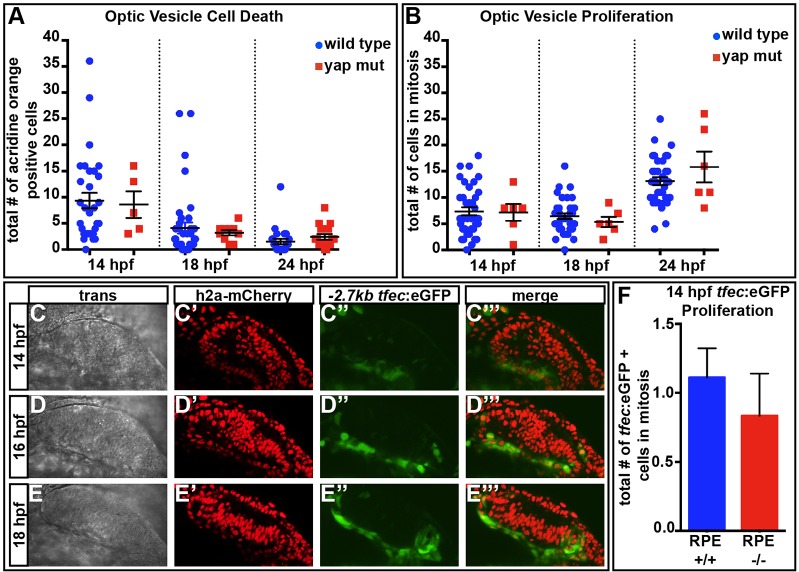
**Cell death and proliferation are normal in *yap^−/−^* eyes.** (A) The numbers of dying cells identified by Acridine Orange staining do not differ in *yap^−/−^* mutants at 14 (*P*=0.8465), 18 (*P*=0.6542) or 24 (*P*=0.2558) hpf as compared with wild type. Numbers of eyes analyzed: 14 hpf, wt *n*=31, *yap^−/−^ n*=5; 18 hpf, wt *n*=39, *yap^−/−^ n*=10; 24 hpf, wt *n*=24, *yap^−/−^ n*=16. (B) Eye field mitotic cell counts do not differ between *yap^+/^*^?^ (wt) and *yap^−/−^* at 14 (*P*=0.9205), 18 (*P*=0.4329) and 24 (*P*=0.2222) hpf. Numbers of eyes analyzed: 14 hpf, wt *n*=38, *yap^−/−^ n*=6; 18 hpf, wt *n*=38, *yap^−/−^ n*=6; 24 hpf, wt *n*=36, *yap^−/−^ n*=6. (C-E‴) Time-course of expression of *tfec*:eGFP in prospective RPE cells. (F) Mitotic cell counts of *tfec*:eGFP^+^ cells do not differ between wild-type and *yap^−/−^* eyes at 14 hpf (*P*=0.5408). Numbers of eyes analyzed: wt *n*=18, *yap^−/−^ n*=6. *P*-values were obtained using an unpaired *t*-test with equal s.d. Error bars indicate s.e.m. Wild type included full RPE coverage, whereas *yap^−/−^* showed some RPE loss.

To further test the potential significance of cell death and proliferation as contributors to the mutant phenotype, each process was inhibited during optic cup morphogenesis. To ameliorate cell death, *yap* mutants and their wild-type siblings were injected with *tp53* morpholino (Robu et al., 2007) and *bcl-xl* mRNA (Sidi et al., 2008). Although normal apoptosis in the lens epithelium was inhibited in all embryos, the *yap* mutant RPE phenotype was not rescued (not shown). Additionally, impairing proliferation in wild-type embryos from 10.5 to 26 hpf with hydroxyurea and aphidicolin did not phenocopy the RPE loss seen in *yap* mutants (not shown). These results suggest that neither changes to proliferation nor cell death are major contributing factors to RPE loss and, therefore, that Yap activity may impart RPE identity upon bi-potential optic vesicle cells.

### Yap and Taz are essential for the generation of RPE

Our results suggest that Yap/Taz function might be essential for cells to adopt RPE identity; however, our genetic analyses did not allow us to definitively show this because *yap^−/−^; taz^−/−^* embryos arrest before RPE begins to pigment. Consequently, to test whether retinal precursors lacking Yap and Taz could form RPE, we transplanted fluorescently labeled *yap; taz* mutant cells into albino embryos that carried wild-type *yap* and *taz* alleles. Albino embryos can generate xanthophores, iridophores and leucophores but not the melanin pigment found in RPE cells (Streisinger et al., 1986; Tsetskhladze et al., 2012). Therefore, we could easily assess whether the fluorescently labeled optic vesicle cells of various *yap; taz* genotypes were able to generate RPE (Fig. 7A-C′). We scored the presence/absence of pigmented RPE in eyes that contained clones of transplanted cells in the NR to ensure that transplanted mutant cells were properly targeted to the eye field of the host blastula/gastrula.

**Fig. 7.**
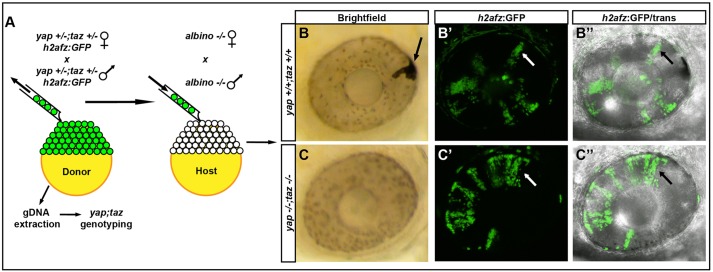
***yap^−/−^; taz^−/−^* transplanted cells do not contribute to the RPE.** (A) Methods used to analyze the contribution of transplanted cells to the RPE and NR. (B-C″) Examples of transplanted wild-type (B-B″) and *yap^−/−^; taz^−/−^* (C-C″) cells in 48 hpf eyes. The arrow in B indicates a pigmented transplanted cell forming RPE in the albino host; other black/white arrows indicate H2a-GFP^+^ clones in NR.

In mosaic analyses, cells of all genotypes contributed to both NR and RPE, except for *yap^−/−^; taz^−/−^*, which only contributed to NR (Table 1). *yap^−/−^; taz^−/−^* cells were able to form neural crest-derived melanocytes indicating that the melanization pathway is functional (data not shown). These results suggest Yap and Taz are essential for optic vesicle cells to contribute to the RPE.

**Table 1.**
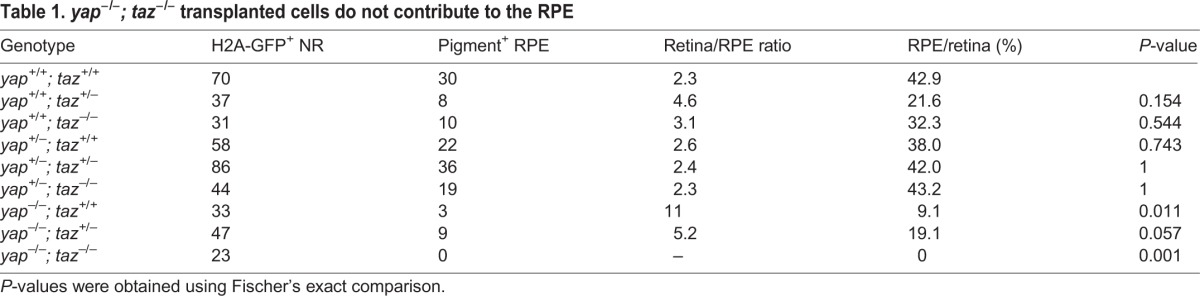
***yap^−/−^; taz^−/−^* transplanted cells do not contribute to the RPE**

Complementing the loss-of-function analyses, *vsx2*:Gal4-driven overexpression of wild-type Yap, constitutively active Yap (Yap S87A) and, to a lesser extent, wild-type Taz, in retinal progenitors led to ectopic pigmentation as well as disrupted lamination within the NR at 5 dpf (Fig. 8A-D′). 

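RNA from dissected whole eyes of zebrafish embryos was sequenced at 36 hpf. Eyes of embryos with vsx2:Gal4 and a UAS transgene for Yap S87A, a constitutively active form of Yap, were compared with eyes of sibling controls. By their sample records, the controls were vsx2:Gal4 siblings without Yap S87A. The paper states that vsx2:Gal4 is active in progenitors of the neural retina and, in a mosaic way, in those of the RPE. Each genotype had 3 libraries. The series record names separate pools of eyes for them, while the paper's methods leave this open. If the libraries of a genotype came from 1 pool, the SD and p-values measure only the spread between libraries, which may be technical. The transgene also encodes the red fluorescent protein dsRed. The authors mapped the reads to Ensembl cDNA sequences, and their table gives FPKM (fragments scaled by transcript length and by the mapped fragments of the library) for each library and 32767 Ensembl transcripts, with loci on the Zv9 assembly. It also holds the authors' FPKM per genotype, log2 fold change, p-value and q-value for each transcript. The paper's text names neither the quantification program nor the test behind these columns.

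No read counts were used here, so the sequencing depth behind each value is unknown and no counting interval is given. The FPKM of a library summed to 2446780, 2794100 and 2936880 in the 3 control libraries and to 3151160, 3302990 and 3109190 in the 3 Yap S87A libraries. Mitochondrial transcripts made up 66.3% to 72.8% of these sums in the controls and 74.0% to 75.8% in Yap S87A eyes. A single one of them had from 1160000 FPKM (control replicate 1) to 1670000 (Yap S87A replicate 2). FPKM is scaled by length, so these are not shares of reads or of RNA. Across the transcripts tested, libraries of 1 genotype had correlations of 0.949 to 0.960 with each other, and libraries of different genotypes 0.913 to 0.932.

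The FPKM were analysed as log2(FPKM + 1), without further scaling. A transcript or gene was tested where its FPKM reached 1 in at least 3 of the 6 libraries, and limma with a mean-variance trend gave the p-values, which were adjusted by the Benjamini-Hochberg method. A transcript or gene was called higher or lower at an adjusted p under 0.05. The value of a gene was the sum of the FPKM of its transcripts in the table. With 1 FPKM added, the log2 fold changes of transcripts of low FPKM are smaller than the ratios of their means. A value listed at 0 can be a failed estimate, since 239 transcripts that stand at 0 in both of the authors' genotype columns had an FPKM of at least 1 in all 6 libraries. The table ends at transcript ENSDART00000129722, and transcripts with higher numbers are in no gene's sum.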

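Eyes that expressed Yap S87A differed from sibling eyes in the RNA of many genes, with transcripts lower as well as higher. yap1 itself rose 32.1-fold. Cell cycle genes fell almost as a group, from regulators of mitosis to the enzymes that make deoxynucleotides. Several genes that start neurogenesis fell, among them atoh7, which retinal ganglion cells need to form, while transcription factors of retinal progenitors went both ways. Of 14114 transcripts tested, 2164 were higher and 2229 were lower in Yap S87A eyes. Of 12976 genes, 2231 were higher and 2392 were lower. The count of lower transcripts was 1235 without control replicate 1, 1388 without control replicate 2, 1259 without Yap S87A replicate 1 and 1268 without Yap S87A replicate 3, and that of lower genes 1452 without control replicate 1, 1503 without Yap S87A replicate 1 and 1541 without Yap S87A replicate 3. Which direction had more transcripts depended on the scaling, chosen after the data were seen, with 2328 higher and 1957 lower by median-ratio scaling and 2051 higher and 2414 lower by upper-quartile scaling.

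yap1 (ENSDARG00000068401) lies on chromosome 18 of Zv9 from 35623600 to 35695502. Its FPKM was 23.6 ± 1.63 (SD, n = 3) in controls and 757 ± 80.1 (SD, n = 3) in Yap S87A eyes, a log2 fold change of 4.94 (standard error 0.09, adjusted p = 1.2e-05 from limma). The transgene carries zebrafish yap cDNA, and the FPKM does not separate its RNA from that of the gene. wwtr1, which encodes Taz, had 1.02 ± 0.04 FPKM (SD, n = 3) in controls and 0.92 ± 0.22 (SD, n = 3) in Yap S87A eyes and did not pass the test (adjusted p = 0.618). Of the Tead genes, which encode the DNA-binding partners of Yap, tead1a had a log2 fold change of 0.18 (adjusted p = 0.120) and tead3a of 0.27 (adjusted p = 0.345). tead1b reached 1 FPKM only in control replicate 1 (1.77) and was not tested.

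With 1 FPKM added, the largest log2 fold change was that of BX323876.3, which the reference table names nppb, a natriuretic peptide gene on chromosome 8 from 50768417 to 50769006. It went from 2.14 ± 0.257 FPKM (SD, n = 3) to 380 ± 68.1 (SD, n = 3), a log2 fold change of 6.91. With 0.1 FPKM added, others lay above it, such as a cyr61 transcript (8.35), and the ratio of mean FPKM was 178 for BX323876.3 and 194 for clu. Others near the top were clu, which encodes the secreted chaperone clusterin (6.04), BX248501.1 or ccl44, a chemokine gene (5.94), cbx7a, a Polycomb gene (5.35), and si:ch73-6k14.1 or cxcl18b, another chemokine gene (4.64). A 5S_rRNA transcript on chromosome 12 was listed at 0 in the 3 controls and had 112, 133 and 106 FPKM in Yap S87A eyes, and SNORA62, a small nucleolar RNA, was listed at 0 in the controls and had 14.2, 13.0 and 44.8 FPKM. AL928875.1 had 68.3, 0 and 0 FPKM in controls and 435, 332 and 206 in Yap S87A eyes. At the lower end, the microRNA dre-let-7j had 97.0, 98.2 and 50.0 FPKM in controls and was listed at 0 in all 3 Yap S87A libraries. Its listed locus, on chromosome 6 from 41383842 to 41432630, is far longer than a microRNA. FPKM is scaled by transcript length, so a few fragments can give short RNAs, here and at the upper end, a high value. SCARNA8, a small Cajal body RNA, had a log2 fold change of -4.48 and a 5S_rRNA transcript on chromosome 1 of -3.83. They were followed by tmem35 (-2.76), the tenascin gene tnw (-2.64), the galectin gene lgals1l1 (-2.61), ANLN, which encodes anillin (-2.53), the RNA-binding protein gene elavl1 (-2.51), mrps31, a gene of the mitochondrial ribosome (-2.46), and rbb4l (-2.26). Summed per gene, ANLN (-0.35) and rbb4l (-0.29) did not pass the test. The calls of AL928875.1, SCARNA8, the lower 5S_rRNA transcript, tmem35 and ANLN were lost without control replicate 2 (adjusted p from 0.0717 to 0.102) and without control replicate 3 (from 0.0591 to 0.0963), and some of them without each of the other 4 libraries (up to 0.119).

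Of 48 cell cycle genes tested, 44 fell (46 when adjusted over the list alone), with a median log2 fold change of -0.72 (adjusted p = 2.5e-17 from camera, and adjusted p = 0.156 with an estimated correlation). ccnb1, which encodes cyclin B1, went from 85.9 ± 2.02 FPKM (SD, n = 3) to 47.5 ± 1.35 (SD, n = 3), and rrm1, a subunit of ribonucleotide reductase, from 291 ± 18.2 to 141 ± 8.37 (SD, n = 3). e2f2, which encodes a transcription factor of S phase entry, fell by 1.13 on the log2 scale and mcm5, of the replicative helicase, by 1.15. The members that did not pass were ccnd2a, cks1b, kif23 and tpx2, of which kif23 passed without control replicate 3 (adjusted p = 0.0454).

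Of 50 genes of retinal neurogenesis and neuronal differentiation, 16 fell, 7 rose and 27 did not pass (18 lower and 7 higher when adjusted over the list alone). The median was -0.11 (adjusted p = 0.131 from camera, 0.0322 without Yap S87A replicate 2 and 0.0202 from fry). atoh7 went from 170 ± 11.9 FPKM (SD, n = 3) to 78.8 ± 8.68 (SD, n = 3), a log2 fold change of -1.10. bhlhe22, a transcription factor of amacrine and other retinal neurons (-0.82), the Notch ligand gene dla (-0.89) and the proneural gene ascl1a (-0.58) fell as well, and isl2a, a LIM homeodomain gene of neurons, rose (0.56). Of 37 transcription factors of retinal progenitors, 12 rose, 14 fell and 11 did not pass (13 and 14 when adjusted over the list alone), with a median of 0.08 (adjusted p = 0.821 from camera). Without Yap S87A replicate 1 or Yap S87A replicate 2, 9 of them fell. her9, a Hairy-related repressor, went from 34.7 ± 0.96 FPKM (SD, n = 3) to 158 ± 19.0 (SD, n = 3), and sox2 rose by 0.66. The retinal homeobox gene rx2 went from 18.3 ± 0.604 to 8.83 ± 0.203 FPKM (SD, n = 3), and a pair of genes named hes6, a Notch pathway gene of neuronal precursors, fell, ENSDARG00000019335 by 0.78 and ENSDARG00000007097 by 1.05. six3a (0.52) and six3b (0.46) rose and rx1 (-0.27) and pax6a (-0.26) fell. The call of rx1 was lost without control replicate 1 or 2 or Yap S87A replicate 1 or 2 (adjusted p from 0.0561 to 0.0824), and that of pax6a without control replicate 2 or Yap S87A replicate 1 or 2 (from 0.0581 to 0.0657). vsx2, whose regulatory sequence drives the Gal4, had a log2 fold change of -0.19 (adjusted p = 0.186) and pax6b of 0.11 (adjusted p = 0.400), and lhx2b was under the FPKM minimum.

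Dissected eyes also hold skin. Of 24 epidermis genes, 6 fell and 3 rose, the same counts as when adjusted over the list alone, with a median of -0.23 (adjusted p = 0.133 from camera, 0.0205 without Yap S87A replicate 2). Without control replicate 1 or 2, or Yap S87A replicate 1 or 3, 3 of them fell.

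**Figure D1:**
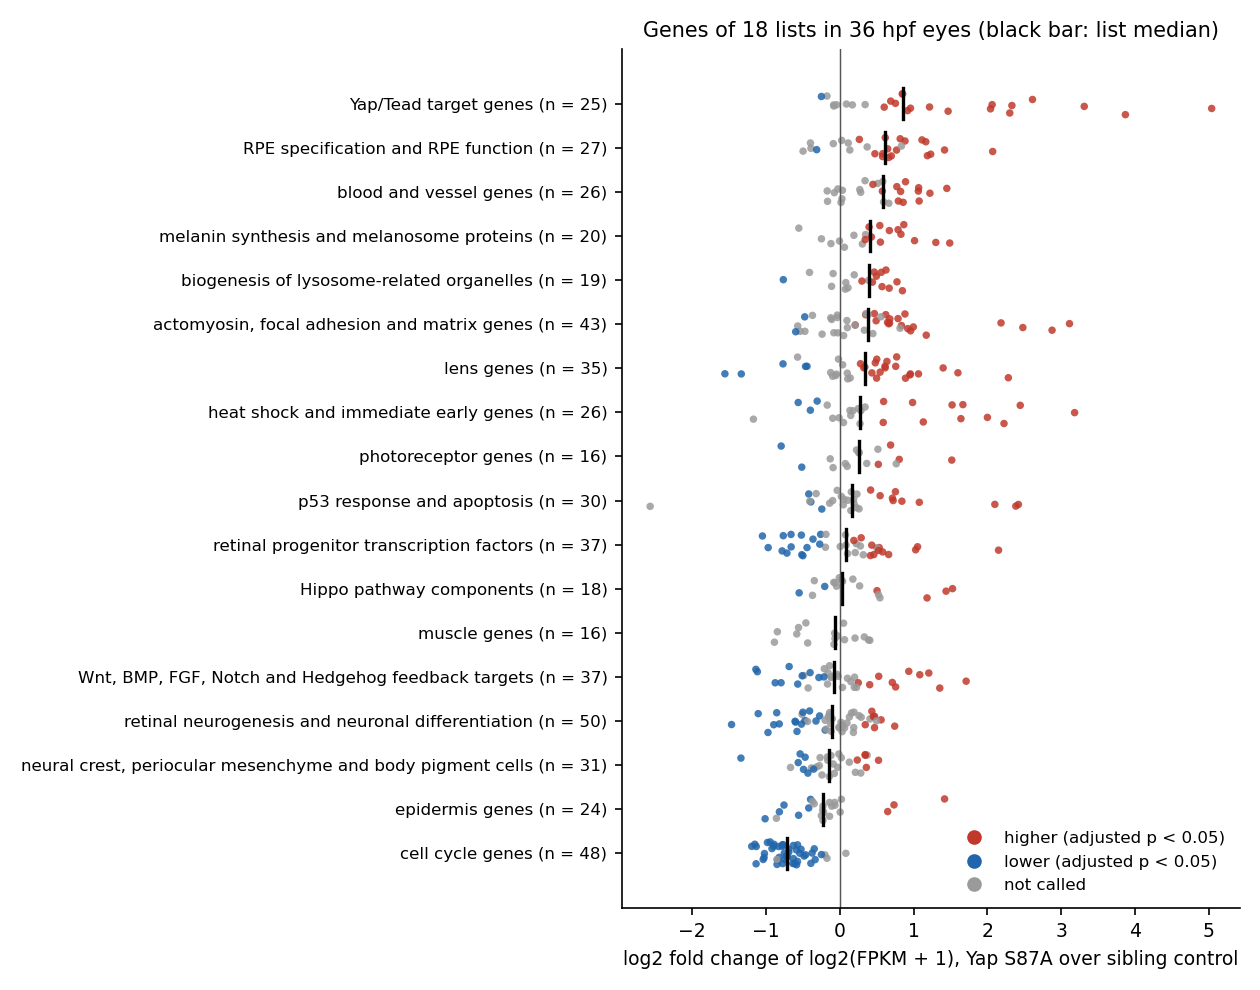
Log2 fold change of each tested gene (points) of 18 gene lists, Yap S87A over sibling control at 36 hpf, with the list median as a black bar and the number of genes tested in brackets. Points are red for genes called higher, blue for genes called lower and grey for the others. The cell cycle genes have a median of -0.72 and the Yap/Tead target genes of 0.85.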

To determine if the morphological changes were reflected in altered retinal mRNA expression profiles we sequenced RNA from 36 hpf eyes overexpressing Yap S87A, which generated the strongest ectopic RPE phenotype. The top 20 transcripts upregulated by Yap S87A included *cyr61* and *ctgf*, which are established targets of Yap-Tead signaling, and both were verified as upregulated by RT-qPCR (supplementary material Table S3, Fig. S3). 

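cyr61 and ctgf, which encode secreted proteins of the extracellular matrix, rose strongly in Yap S87A eyes, cyr61 40.5-fold and ctgf by 3.31 on the log2 scale. They rose with most measured members of a list of Yap/Tead target genes. Among these were amotl2a, amotl2b and lats2, whose products restrain Yap. Other genes of the Hippo pathway that rose were amot, wwc3, sav1 and vgll3.

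cyr61 (ENSDARG00000023062) lies on chromosome 23 of Zv9 from 45832474 to 45838877. Its FPKM was 4.17 ± 0.669 (SD, n = 3) in controls and 169 ± 21.6 (SD, n = 3) in Yap S87A eyes, a log2 fold change of 5.04 (standard error 0.13, adjusted p = 2.2e-05 from limma). ctgf (ENSDARG00000042934) lies on chromosome 20 from 25370420 to 25373097 and is the gene also called ctgfa. It had 2.73, 4.89 and 4.17 FPKM in the controls and 51.3, 38.2 and 53.3 in Yap S87A eyes, a log2 fold change of 3.31 (standard error 0.21, adjusted p = 2.9e-04 from limma). ctgfb was not matched to a gene of the table. The lowest Yap S87A library exceeded the highest control for both genes. By log2 fold change among the transcripts called higher, the 2 cyr61 transcripts ranked 7 and 9 and the ctgf transcript ranked 32. Of the 31 transcripts above ctgf, 6 were small noncoding RNAs by name. With 0.1 FPKM added in place of 1, the ranks of cyr61 and ctgf were 2 and 68, and by p-value they were 2 and 137. These ranks of cyr61 are of ENSDART00000036631, the transcript that ranked 7. Its mean was 3.1e-04 FPKM in controls and the authors' q-value was 0.307. Among transcripts with an FPKM of at least 1 in each library, an order chosen after the data were seen, the other cyr61 transcript ranked 4 and ctgf 13.

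Of 25 Yap/Tead target genes tested, 17 rose, 1 fell and 7 did not pass, with the same counts when adjusted over the list alone. The median log2 fold change was 0.85 (adjusted p = 2.2e-08 from camera, and adjusted p = 0.156 with an estimated correlation). amotl2b, which encodes an angiomotin-like protein that holds Yap outside the nucleus, went from 4.35 ± 0.454 FPKM (SD, n = 3) to 77.3 ± 8.77 (SD, n = 3), and its paralog amotl2a from 15.4 ± 0.137 to 99.6 ± 8.59 (SD, n = 3). lats2, which encodes a kinase that phosphorylates Yap, rose 6.65-fold, to 15.3 ± 1.06 FPKM (SD, n = 3). The member that fell was birc5a, the gene of the mitotic protein survivin, with a log2 fold change of -0.25. Its call was lost without any 1 of the 6 libraries (adjusted p from 0.0510 to 0.122). Of 18 Hippo pathway components, 4 rose, 2 fell and 12 did not pass (4 and 1 when adjusted over the list alone), with a median of 0.03 (adjusted p = 0.137 from camera and 5.7e-04 from fry). amot, a regulator of Yap location, rose by 1.53 on the log2 scale, wwc3, a gene of the Kibra family, by 1.44, vgll3, a Tead cofactor gene, by 1.18, and sav1, the scaffold of the Hippo kinase, by 0.50. The genes that fell were vgll4l (-0.55), whose product competes with Yap for Tead, and mob1ba (-0.20). The call of vgll4l was lost without control replicate 1 or 2 or Yap S87A replicate 1 or 3 (adjusted p from 0.0684 to 0.0754), and that of mob1ba without any 1 library (from 0.0565 to 0.123). In the same libraries, 8 of 12 red blood cell genes tested were also higher, and 5 without Yap S87A replicate 2.

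With these libraries the paper asks whether the changes in eye morphology were reflected in retinal RNA, and it states that the transcripts that rose most included these established targets of Yap-Tead signaling.

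**Figure D2:**
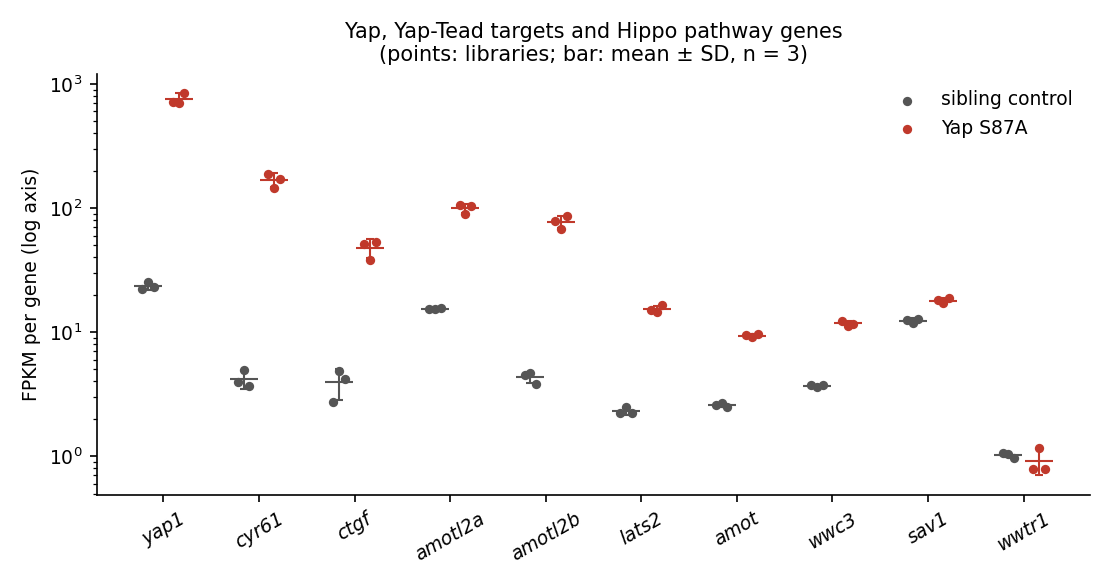
FPKM per gene on a log axis of yap1, Yap/Tead target genes and Hippo pathway genes in sibling control (grey) and Yap S87A (red) eyes at 36 hpf, with 1 point per library and bars for the mean ± SD (n = 3). For every gene shown except wwtr1, the 3 Yap S87A libraries lie above the 3 controls.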

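Of 20 genes of melanin synthesis and melanosome proteins 12, and of 27 genes of the RPE 17, were higher in Yap S87A eyes than in sibling controls. The count of 12 fell to 6 without control replicate 1. slc45a2 and slc24a5, which encode transporters of the melanosome, rose, as did the enzymes of melanin synthesis tyr, tyrp1a and tyrp1b. stra6, which takes up vitamin A, rpe65a, an enzyme of the visual cycle, and the transcription factors otx1a, otx2 and bhlhe40 rose too. Among the 26 transcripts of Table 2 analysed here, of 33, the largest log2 fold change was that of cx43, which encodes a gap junction protein. tfec, pmelb and gap43 did not pass the test.

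Table 2 lists 33 transcripts, of which 26 were analysed here. The other 7, of bloc1s2, mitfa, pmelb, dct, oca2 and gpr143, have numbers above the last transcript of the table. All 26 had a higher mean FPKM in Yap S87A eyes, and 23 passed the test. In 24 of them the 3 Yap S87A libraries all lay above the 3 controls, where chance separates the genotypes, in 1 direction or the other, for 10% of unchanged transcripts. The paper chose these transcripts on the same samples, so these counts are not independent evidence of their direction. A cx43 transcript (ENSDART00000047272, chromosome 20 of Zv9 from 40746893 to 40752261) went from 35.9 ± 8.04 FPKM (SD, n = 3) to 187 ± 57.3 (SD, n = 3), a log2 fold change of 2.32 (standard error 0.27, adjusted p = 0.00277 from limma), and the other cx43 transcript rose by 1.46. slc45a2 (ENSDART00000030887, chromosome 21 from 18273816 to 18312164) went from 43.2 ± 3.20 to 123 ± 13.7 FPKM (SD, n = 3), and stra6 (ENSDART00000067479, chromosome 25 from 23310634 to 23358014) from 20.3 ± 0.098 to 56.5 ± 7.93 (SD, n = 3). rpe65a went from 9.55 ± 0.985 to 21.8 ± 2.25 FPKM (SD, n = 3) and rx3, a retinal homeobox gene, from 3.63 ± 0.961 to 8.50 ± 0.815 (SD, n = 3). tyrp1b, the most abundant of them, went from 334 ± 43.9 to 488 ± 37.8 FPKM (SD, n = 3), a log2 fold change of 0.55.

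Of the other transcripts called higher, rab32a, a small GTPase gene of melanosomes, went from 7.04 to 18.9 FPKM and the others rose on the log2 scale: the cytoskeletal gene shroom2 by 1.07, slc24a5 by 1.01, hps5 by 1.01, bhlhe40 by 0.96, pmela, which encodes a fibril protein of melanosomes, by 0.79, hps4 by 0.78, otx1a by 0.77, tyr by 0.67, the retinoic acid carriers crabp2a and crabp2b by 0.66 and 0.62, best1, a chloride channel gene of the RPE, by 0.58, hps1 by 0.58, bloc1s1 by 0.57, tyrp1a by 0.43 and otx2 by 0.34. tfec, a transcription factor gene of the RPE, had a log2 fold change of 0.37 (adjusted p = 0.178), pmelb of 0.31 (adjusted p = 0.0683) and the axon growth gene gap43 of 0.16 (adjusted p = 0.273). The pmelb transcript was called higher with median-ratio, upper-quartile or quantile scaling, which were chosen after the data were seen. The count of 23 was 17, 20 and 20 without control replicates 1, 2 and 3, and 17, 21 and 19 without Yap S87A replicates 1, 2 and 3. The calls lost were those of best1, tyr, tyrp1a, tyrp1b, otx2, hps1 and hps4 (adjusted p up to 0.124). dct, an enzyme of melanin synthesis, had 96.0 ± 19.1 FPKM (SD, n = 3) in controls and 121 ± 12.3 (SD, n = 3) in Yap S87A eyes over its transcripts in the table and did not pass (adjusted p = 0.140). mitfa, a transcription factor gene of pigment cells, had 0.793, 2.6e-04 and 0.559 FPKM in the controls and 23.0, 1.26 and 0.570 in Yap S87A eyes. It was not tested, since it reached 1 FPKM in fewer than 3 libraries. These sums, like those of dct, lack the isoforms of Table 2 that are not in the table analysed.

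Of lists fixed before the data were examined, but in part from Table 2, 12 of 20 genes of melanin synthesis and melanosome proteins rose and 8 did not pass (13 rose when adjusted over the list alone), with a median log2 fold change of 0.41 (adjusted p = 2.0e-04 from camera, and adjusted p = 0.343 with an estimated correlation). The paper's Table 2 names 11 of them, and 5 of the other 9 rose, with a median of 0.34 (adjusted p = 0.114 from camera and 0.0120 from fry, a test chosen after the data were seen, as for the next lists), such as trpm1b, an ion channel gene of melanocytes (0.87). Without control replicate 1, 6 of the 20 rose. Of the 8 that did not pass, pmelb, dct, oca2 and gpr143 each have a transcript in Table 2 that their sums lack. Their values therefore do not cover the isoforms that the paper lists as raised. Of 19 genes for the biogenesis of lysosome-related organelles, the class that includes melanosomes, 10 rose, 1 fell and 8 did not pass, with the same counts when adjusted over the list alone. Their median was 0.39 (adjusted p = 0.00752 from camera, and adjusted p = 0.156 with an estimated correlation), and without control replicate 2 or Yap S87A replicate 1, 6 rose. Among them, bloc1s2 (0.63), of the BLOC-1 complex, and ap3d1 (0.50), of the AP-3 adaptor, rose, and ap3s2, also of AP-3, fell by 0.76. Table 2 names 5 of the 19 genes, and 5 of the other 14 rose and 1 fell, with a median of 0.15 (adjusted p = 0.155 from camera and 0.0146 from fry). Of 27 genes of RPE specification and function, 17 rose, 1 fell and 9 did not pass (17 and 3 when adjusted over the list alone). Their median was 0.62 (adjusted p = 2.5e-05 from camera, and adjusted p = 0.156 with an estimated correlation). In Table 2 are 10 of them, and 8 of the other 17 rose, with a median of 0.48 (adjusted p = 0.0304 from camera, 0.381 with an estimated correlation and 0.00243 from fry), such as wls, which Wnt secretion needs (1.17), and tfe3a, a gene of the Mitf family (1.19). The gene that fell was rdh10a, a retinol dehydrogenase gene (-0.31), and its call was lost without any library but Yap S87A replicate 1 (adjusted p from 0.0510 to 0.0771).

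Some markers of other cell types in the dissected eyes also differed between the genotypes. For comparison, of all 12976 genes tested, 2231 were higher and 2392 were lower. Of 26 blood and vessel genes, 12 rose and 14 did not pass, with the same counts when adjusted over the list alone, and the median was 0.58 (adjusted p = 4.0e-04 from camera, and adjusted p = 0.248 with an estimated correlation). Control replicate 1 had the lowest FPKM of the 6 libraries in 11 of 12 red blood cell genes, and without it 11 of the 26 genes rose, with a median of 0.42. The globin gene hbae3 went from 1250 ± 297 to 2282 ± 274 FPKM (SD, n = 3), and its call was lost without Yap S87A replicate 2 (adjusted p = 0.0544) or replicate 3 (adjusted p = 0.0562). The embryonic globin gene hbbe2 rose by 1.45, the globin gene hbbe1.1 (ENSDARG00000089963) by 1.07, the erythrocyte anion exchanger slc4a1a by 1.08, the nucleotidase gene nt5c2l1 by 1.22 and coro1a, an actin regulator of leukocytes, by 0.58. Of 35 lens genes, 20 rose, 5 fell and 10 did not pass (20 and 6 when adjusted over the list alone), with a median of 0.34 (adjusted p = 4.0e-04 from camera, and adjusted p = 0.230 with an estimated correlation). The crystallin gene cryba4 went from 3919 ± 347 to 6681 ± 459 FPKM (SD, n = 3), and crybgx, another crystallin gene (2.28), bfsp1 (1.07), of the beaded filaments of lens fibers, and lgsn (1.60) rose. bfsp2, also of these filaments, went from 135 to 358 FPKM. crybb1 rose by 0.34, a call lost without control replicate 1 or 2 or Yap S87A replicate 1 or 3 (adjusted p from 0.0634 to 0.0841). The lens genes that fell were crybb1l3 (-1.56), the connexin gene gja8b (-1.33), the aquaporin genes mipa (-0.77) and mipb (-0.44), and grifin (-0.46), whose call was lost without control replicate 2 (adjusted p = 0.0523) or Yap S87A replicate 1 (adjusted p = 0.0539). Of 31 genes of neural crest, periocular mesenchyme and body pigment cells, 5 rose, 7 fell and 19 did not pass (5 and 8 when adjusted over the list alone), with a median of -0.14 (adjusted p = 0.342 from camera). With 1 library left out, 2 or 3 of them rose and 4 to 6 fell. The pteridine enzyme gene gch2 (-0.54), mycl1a (-0.56) and the mesenchyme gene prrx1a (-0.47) fell, and the retinoid receptor gene rxrga rose (0.53).

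**Figure D3:**
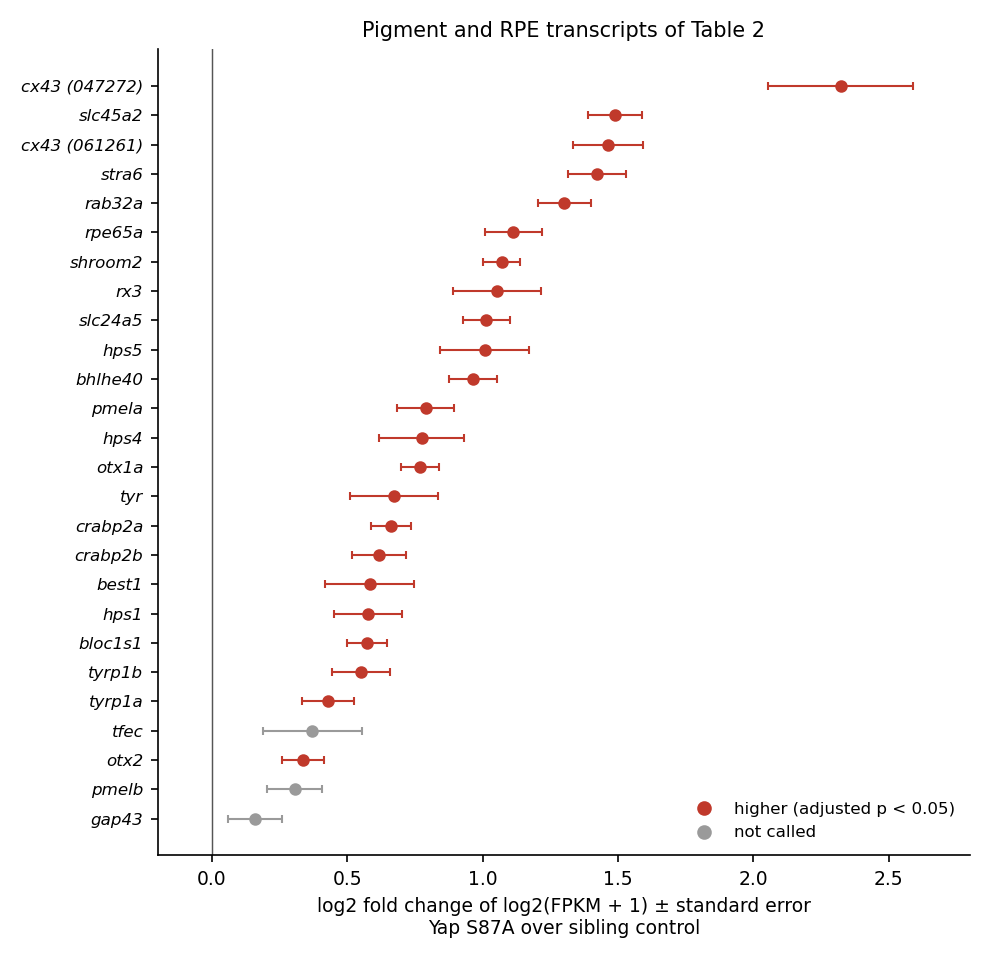
Log2 fold change ± standard error, Yap S87A over sibling control at 36 hpf, of the 26 Table 2 transcripts analysed (3 libraries per genotype). Points are red for the 23 called higher and grey for tfec, pmelb and gap43.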

Other upregulated mRNA transcripts included many implicated in RPE and pigment cell genesis, differentiation and function (Table 2). Upregulation of the RPE-specific *dct* gene was verified by *in situ* hybridization in 48 hpf retinae (supplementary material Fig. S4A-B″). Additionally, destabilized GFP expressed from a *ctgf* promoter transgene (*−1.0 kb ctgfa*:d2GFP) showed increased fluorescence in RPE cells and ectopic expression in the NR (supplementary material Fig. S3B-F″) in response to *vsx2*-mediated Yap overexpression.

**Fig. 8.**
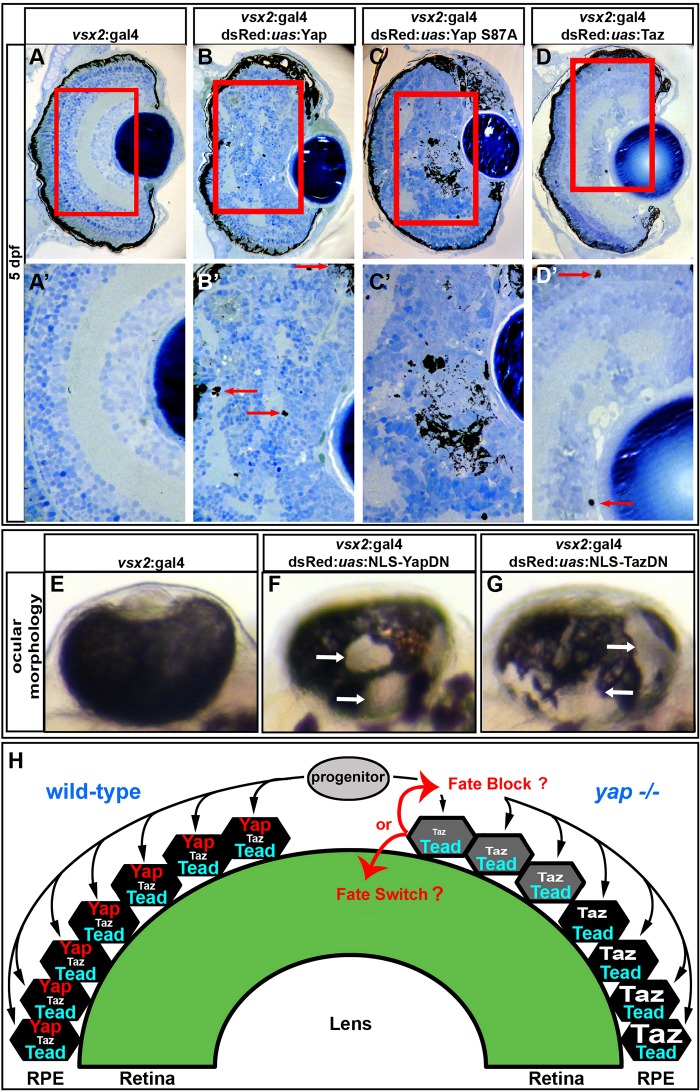
**Overexpression of gain- and loss-of-function *yap* transgenes alters RPE and NR cell fate.** (A-D′) Images showing that overexpression of wild-type Yap (B,B′), constitutively active Yap (Yap S87A) (C,C′) and Taz (D,D′) induces ectopic pigmentation and retinal disorganization at 5 dpf, as compared with the control (A,A′). Arrows indicate the presence of ectopic pigment cells. (E-G) Mosaic overexpression of dominant-negative forms of Yap (F) and Taz (G) results in ectopic loss of RPE cells at 48 hpf, as compared with the control (E). Arrows indicate areas devoid of RPE cells. (H) Model of zebrafish RPE development. Bipotent progenitor cells assume either an RPE or NR fate based on Yap/Taz activity. In the absence of *yap* (right hemisphere of the eye cup), progenitors contributing to the central retina cannot form RPE. Those progenitors that contribute to the peripheral eye cup can upregulate Taz during their more lengthy migration and therefore form RPE.

**Table 2.**
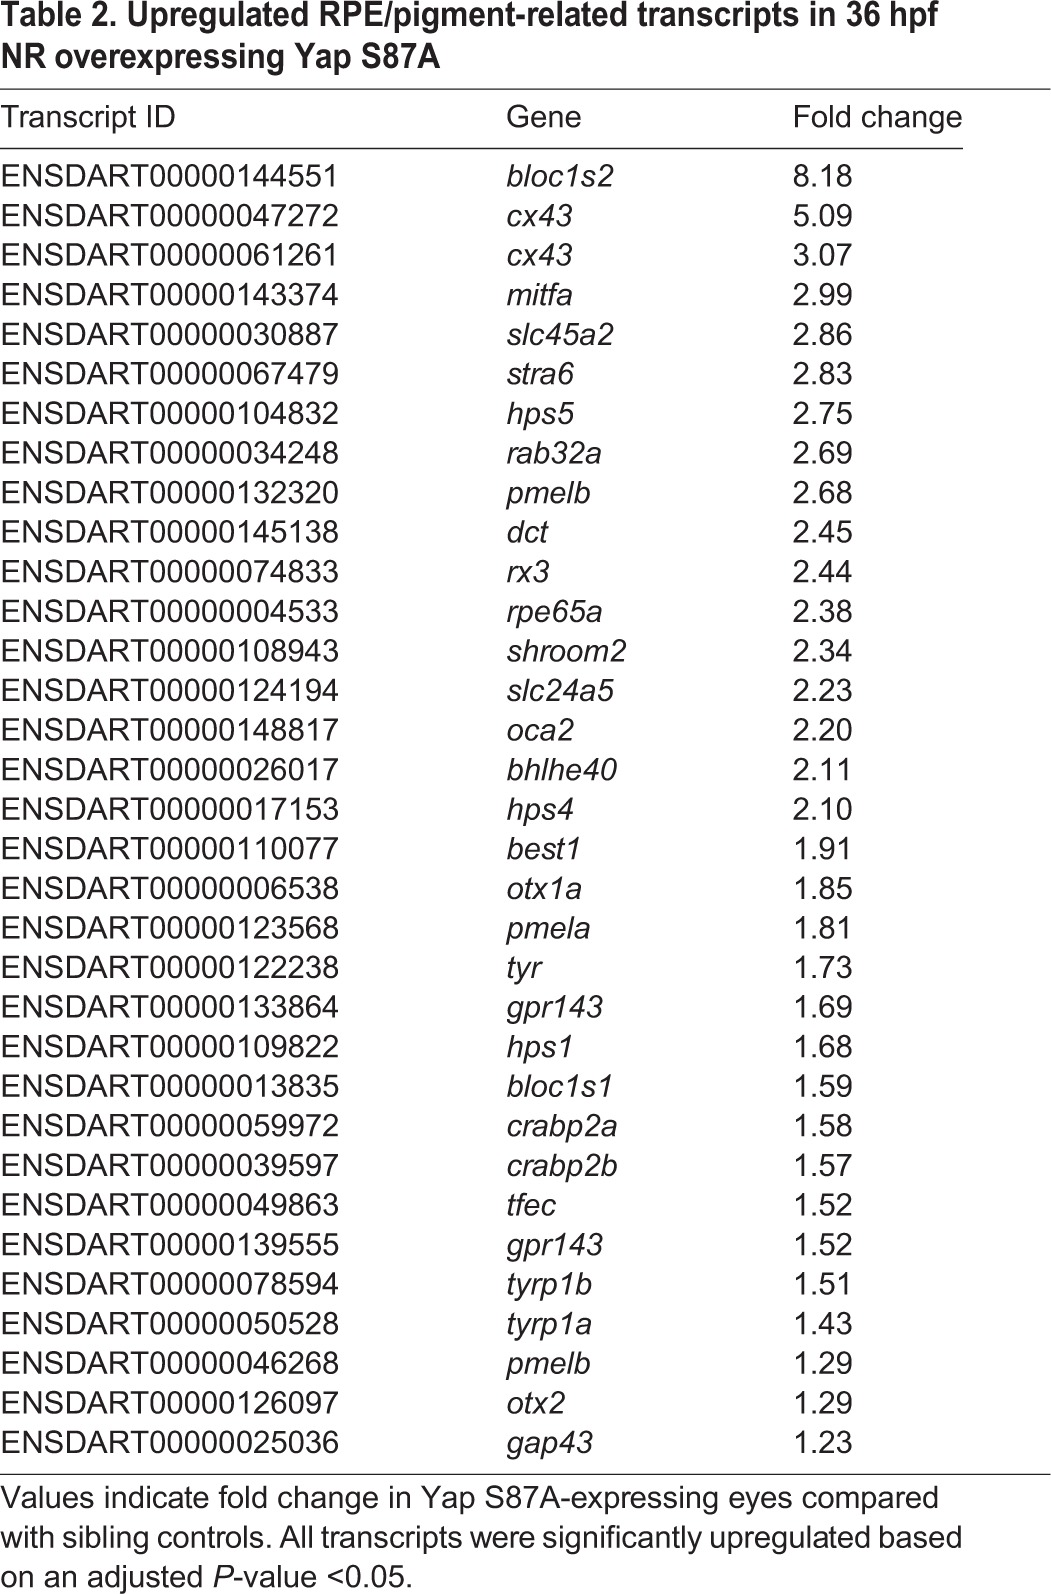
**Upregulated RPE/pigment-related transcripts in 36 hpf NR overexpressing Yap S87A**

The *vsx2*:Gal4 transgene is mosaically expressed in RPE progenitor cells as well as NR progenitors (Miesfeld and Link, 2014) and thus if exogenous Yap were to trigger the migration of existing RPE cells into the NR, this could contribute to the phenotype. However, RPE-specific *−2.7 kb tfec*:Gal4-driven overexpression of Yap S87A did not lead to any obvious migration of Yap S87A-positive RPE cells into the NR (supplementary material Movies 5 and 6, Fig. S4C-C‴). Altogether, these results support the idea that Yap and Taz are necessary and sufficient to promote optic cup cells to adopt RPE cell fate.

## DISCUSSION

Our study suggests a model for RPE genesis in which strong Yap-Tead transcriptional activity within bipotential optic cup progenitors drives RPE fate. Strong expression of the Yap/Taz-Tead-responsive *4xGTIIC*:FP transgene in presumptive RPE suggested a potential role for the downstream transcriptional components of the Hippo signaling pathway in RPE development. Although the *4xGTIIC*:FP transgene reports both Yap and Taz activity, Yap appears to be the main regulator of RPE cell fate. Consistent with this idea, *yap^−/−^* embryos are devoid of a subset of RPE cells, whereas *taz^−/−^* embryos develop normal RPE. The difference in phenotypes is consistent with the low levels of Taz expression in optic vesicle cells. Although *taz^−/−^* embryos develop normal RPE cells, compromising Taz function on a *yap^−/−^* background enhanced the loss of RPE cell phenotype as compared with *yap^−/−^* mutants alone. These observations place Yap and Taz as key regulators of RPE fate determination.

An interesting facet of the RPE phenotype in *yap^−/−^* embryos is the incomplete loss of RPE and the ability to rescue the phenotype through low-temperature rearing, implying that another protein, or proteins, can supplement for the loss of Yap. Based on our observations, we believe Taz is responsible for this compensation. Although the levels of *taz* transcript in *yap^−/−^* embryos are not increased, the *yap^−/−^* RPE phenotype is *taz* gene dosage-dependent and Taz protein was elevated in *yap^−/−^* mutants. That *taz* mRNA levels are unaffected is consistent with observations in *yap^−/−^* cardiomyocytes, which also show *taz* gene dosage-dependent phenotypes (Xin et al., 2013). The decreased *taz* mRNA levels could be the result of increased nuclear localization of Taz, which negatively feeds back on *taz* transcription*.* Changes in the stability of Taz might contribute to the increased Taz protein levels accompanying decreased *taz* mRNA. Taz contains a phosphodegron site that is primed by Lats phosphorylation, resulting in subsequent ubiquitylation and degradation (Liu et al., 2010). Potentially, the stability of Taz could be changed by a decrease in phosphorylation of the phosphodegron in *yap* mutants.

The following scenario may explain the partial loss of the RPE phenotype of *yap* mutants. Within *yap^−/−^* embryos Taz stability might be enhanced, but it might take time for translated Taz protein to reach sufficient levels for RPE specification. If so, those progenitor cells that spread and migrate further to the periphery prior to differentiation may have time to stabilize Taz and consequently generate RPE (Fig. 8H). The progenitor cells in the central eye differentiate at or near their site of origin and, consequently, Taz may have insufficient time to reach the levels necessary to promote RPE fate (Fig. 8H). Because RPE and NR differentiate from the same pool of cells within the optic cup, the cells that fail to adopt RPE fate in *yap^−/−^* mutants might instead become NR progenitors, but it is also possible that these cells assume extra-ocular cell type fates (Fig. 8H).

Slowing development by low-temperature rearing might allow sufficient Taz levels to accumulate, enabling compensatory Taz activity within central progenitor cells, thus explaining the rescue of *yap^−/−^* phenotypes by temperature shift. Consistent with this idea, low-temperature rearing does not rescue RPE when Taz is also abrogated. Importantly, cell transplantations indicated that *yap^−/−^; taz^−/−^* double-homozygous mutant cells are completely incapable of generating RPE. Similarly, dominant-negative Yap or Taz disrupts RPE genesis whereas, conversely, overexpression of either Yap or Taz can drive RPE fate from optic cup progenitor cells.

We do not know the upstream mechanism controlling Yap/Taz activity during RPE genesis, although it is likely that cross-talk with other signaling pathways is involved. WNT, BMP and TGFβ signaling all control aspects of RPE/NR development through the control of Smads and β-catenin (Sinn and Wittbrodt, 2013; Fuhrmann et al., 2014), both of which have been shown to interact with Yap or Taz (Varelas et al., 2010; Azzolin et al., 2012). Consequently, it is possible Yap/Taz-Tead activity regulates the transcription of RPE-specific genes in concert with the transcription factor targets of these pathways.

Yap and Taz have multiple binding partners within the cytoplasm and nucleus, the best-characterized of which are the Tead transcription factors. Our data imply that Yap/Taz-Tead interactions are responsible for RPE genesis. First, the *4xGTIIC*:FP Tead-responsive transgenic reporter is active early within RPE progenitor cells. Second, nuclear localized dominant-negative Yap and Taz proteins can cause RPE loss. Finally, loss of RPE was observed with overexpression of the Yap-binding-deficient Tead1a Y417H form, and within eyes in the *yap* Tead-binding-mutant allele. Despite the loss of RPE cells within *yap^ΔTB/ΔTB^* mutants, the embryos maintained wild-type levels of *yap* mRNA and robust levels of Yap protein. Loss of Tead binding by Yap in other contexts also results in similar phenotypes to *yap* loss-of-function and Yap-binding-deficient alleles of *TEAD1* (Fossdal et al., 2004; Williamson et al., 2014). SCRA patients carry an autosomal dominant mutation in the Yap-binding domain of TEAD1 and the loss of central RPE in these patients mimics the phenotypes observed in zebrafish *yap^−/−^* and Tead1a Y417H overexpression embryos (Fossdal et al., 2004; Jonasson et al., 2007). Given these similarities, our data suggest that the congenital defects in the RPE of SCRA patients arise from autonomous Yap/Tead functional deficits of cells within the optic cup, as in *yap* loss-of-function zebrafish mutants.

As observed in cases of human mutations of *YAP1* we see phenotypic variability within and across our different zebrafish *yap* mutant genotypes. Notable differences occur when *yap^−/−^* phenotypes are compared with *yap^nl13/nl13^* phenotypes. The loss of RPE is less evident in *yap^nl13/nl13^* mutants but there is a striking coloboma, similar to that observed in human patients with *YAP1* mutations (Williamson et al., 2014). We have not resolved why coloboma is evident in this mutant, but one intriguing possibility is that it could be a consequence of compromised RPE generation in the ventral retina. This might introduce mechanical disruptions to the movements of cells lining the fissure that do not occur when RPE generation is disrupted in the central retina. In this regard, it is interesting to note that recent studies of *yap* mutant medaka fish suggest that this pathway is a crucial regulator of actomyosin contractility (Porazinski et al., 2015). To address this issue will require manipulation of Yap/Taz-Tead activity in different populations of cells of the ventral retina to determine the cause of the colobomatous phenotype.

Our data reveal a role for Yap and Taz activity in regulating the ability of optic vesicle cells to adopt RPE cell fate. The idea that combined Yap/Taz activity is crucial for RPE fate determination is consistent with recently published reports of Yki and Yap/Taz influencing cell fate decisions in various other tissues (Nishioka et al., 2009; Zhang et al., 2011; Judson et al., 2013; Yimlamai et al., 2014). Our data potentially have implications for the efficient directed differentiation of stem cells to RPE fate – an important goal, given the initial success of stem cell-differentiated RPE cell transplants into patients with macular degeneration (Schwartz et al., 2015).

To conclude, in this study we revealed that Yap and Taz influence RPE cell fate in a gene dosage-dependent manner. The underlying mechanism is through a cell-autonomous nuclear interaction of Yap/Taz with Tead transcription factors. The elucidation of this basic mechanism offers a framework for continued investigation into the upstream and downstream protein-protein and protein-DNA interactions in eye development. The mutant lines and transgenic resources generated in this study will also facilitate resolution of the mechanistic basis of ocular phenotypes seen in patients with SCRA and congenital retinal coloboma caused by aberrant Yap/Taz-Tead activity.

## MATERIALS AND METHODS

### Mutant generation

TALENs for Yap and Taz were generated by Cellectis Bioresearch and supplied as plasmids (pTAL.CMV-T7.013535, pTAL.CMV-T7.013558, pTAL.CMV-T7.013534 and pTAL.CMV-T7.01355). The left *yap* TALEN arm targeted exon 1 (5′-TGAGGTTGAGAAAGCTG-3′) and 15 nt downstream in exon 1 was the right *yap* TALEN arm target sequence (5′-TTTGGCTCTGGCGGCGT-3′). The left *taz* TALEN arm targeted exon 1 (5′-TGCCGCAGTCTTTCTTC-3′) and 15 nt downstream in exon 1 was the right *taz* TALEN arm target sequence (5′-TGCCGGGAGTGGGAGCC-3′). mRNA was generated from the supplied plasmids using the mMessage mMachine and Poly(A) Tailing Kit (Ambion) and injected into 1- to 4-cell stage embryos at 150 pg per TALEN arm. Offspring from the *yap* or *taz* TALEN-injected embryos were screened using restriction sites within each spacer region. Once founders were identified, offspring were raised and tested for allele heterozygosity. The *nl13* allele was identified in a forward genetic screen of fish carrying N-ethyl-N-nitrosourea-induced mutations carried out by Alex Nechiporuk's group (Oregon Health and Science University). Mapping and identification of the causative mutation followed standard procedures (Valdivia et al., 2011).

### Genotyping

The Puregene Core Kit A (Qiagen) was used to extract genomic DNA (gDNA) from zebrafish tissue. Each gene region of interest was PCR amplified (supplementary material Table S4) and assessed for the presence or absence of a restriction site. The *yap* 4 bp deletion mutant (*mw48*) was detected by the addition of a *Tfi*I restriction site, while the *yap* 21 bp (*mw69*) and *taz* 5 bp (*mw49*) deletion mutants were detected by the loss of *Hin*fI.

### Generation of plasmids and transgenic lines

All plasmids were generated using Gateway (Invitrogen) entry clones and recombination in conjunction with the Tol2 Kit (Kwan et al., 2007). The 2.7 kb proximal upstream region of *tfec* was obtained through PCR of zebrafish gDNA and using recombination eGFP was inserted downstream of the *−2.7 kb tfec* promoter (*−2.7 kb tfec*:eGFP). RT-PCR was performed to generate Flag- or Myc-tagged full-length cDNA sequences for zebrafish *yap* and *tead1a.* A Tead-binding-deficient Yap (Yap S54A) was generated using QuikChange (Stratagene) site-directed mutagenesis. The Yap-binding-deficient Tead1a (Tead1a Y417H) mutant was made by including nucleotide changes within the 3′ PCR primer used for cloning. Flag-Yap, Flag-Yap S54A, Myc-Tead1a and Myc-Tead1a Y417H were inserted downstream of the CMV/SP6 promoter using recombination. Yap, Yap S87A, Taz, Myc-Tead1a Y417H and Yap and Taz dominant-negative constructs were generated as previously described (Miesfeld and Link, 2014). Transposase mRNA was injected with the fully assembled Tol2 constructs to generate each transgenic line (Kawakami, 2005). Transgenic and mutant lines are listed in supplementary material Table S5.

### Immunofluorescence

Standard methodology was used for whole-mount immunofluorescence and imaging (Clark et al., 2011). A 1:200 dilution of Yap rabbit polyclonal (Cell Signaling, 4912) or Taz/Yap (D24E4) rabbit monoclonal (Cell Signaling, 8418) and a 1:800 dilution of Alexa 488 anti-rabbit (Invitrogen) were used for Yap and Taz detection. Nuclei were labeled with TO-PRO-3 (Molecular Probes).

### Transfection assay

HEK293 cells were grown in DMEM (Gibco) supplemented with 10% FBS and penicillin and streptomycin at 37°C in 5% CO_2_. Cells were transfected with Lipofectamine 2000 (Invitrogen) according to the manufacturer's instructions. Plasmids transfected included *pTol2:CMV/SP6:Flag-Yap^WT^:pA*, *pTol2:CMV/SP6:Flag-Yap^S54A^:pA*, *pTol2:CMV/SP6:Myc-Tead1a^WT^:pA* and *pTol2:CMV/SP6:Myc-Tead1a^Y417H^:pA*.

### Immunoprecipitations and western blotting

Cells were harvested 24 h after transfection in lysis buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 1% NP-40) supplemented with a protease inhibitor cocktail (Roche), lysed in liquid nitrogen, centrifuged at 10,000 rpm (11,180 ***g***) for 10 min, and the supernatants used for immunoprecipitation analysis. Immunoprecipitations were performed with rabbit monoclonal anti-Myc (Cell Signaling, 2278) or rabbit monoclonal anti-Flag (Sigma-Aldrich, F7425) antibodies and protein G-sepharose beads (GE Healthcare) overnight on a rotator at 4°C. Proteins were eluted from the beads by boiling for 5 min in SDS sample buffer. Elutes were fractionated by SDS-PAGE (7.5% Mini-Protean TGX, Bio-Rad) and transferred to Immobilon FL PVDF membranes (Millipore). Membranes were incubated for 1 h at room temperature in Odyssey blocking buffer (LI-COR Biosciences), and incubated overnight at 4°C with anti-Myc or anti-Flag primary antibodies diluted 1:1000 in Odyssey blocking buffer, then with near infrared fluorescent secondary antibodies (IRDye 680RD and IRDye 800CW, LI-COR Biosciences) for 1 h at room temperature. Proteins were detected with an Odyssey infrared imager (LI-COR Biosciences).

Equivalent numbers (*n*=20) of 2 dpf wild-type and *yap^−/−^* whole embryos were de-yolked (Link et al., 2006) and processed in lysis buffer and centrifuged as previously described. The supernatants were boiled for 5 min in SDS sample buffer and all subsequent steps were as described above. Taz was detected using a 1:1000 dilution of Taz/Yap (D24E4) rabbit monoclonal (Cell Signaling, 8418).

### *In situ* hybridization

Embryos were fixed in 4% paraformaldehyde at 48 hpf and standard methodology was followed as previously described (Thisse and Thisse, 2004).

### Proliferation analysis

Embryos were collected from incrosses of *yap^+/–^; h2afz*:GFP^+^ fish and raised in 0.003% N-phenylthiourea (PTU) diluted in Instant Ocean fish water at 28.5°C before analysis, and transferred to 100% fish water after analysis. Embryos were dechorionated at 14, 18 or 24 hpf, anesthetized in 3-amino benzoic acid ethyl ester (Tricaine, Sigma-Aldrich), and mounted in 1% low-melt agarose (Fischer Scientific) in glass-bottom Petri dishes. Both eye fields were imaged for each embryo using confocal microscopy. After imaging, embryos were freed and raised individually in 48-well plates. The genotype of each embryo was determined by the loss of RPE phenotype at 48 hpf. Mitotic cells for each image were counted using ImageJ software (NIH). A cell was counted as mitotic if a metaphase plate was clearly visible in a single or recently divided nucleus. This same analysis was performed at 14 hpf for *−2.7 kb tfec*:eGFP^+^ cells. To inhibit proliferation we treated wild-type embryos with 20 mM hydroxyurea (Sigma-Aldrich), 150 μM aphidicolin (Cayman Chemical) and 3% DMSO in fish water from 10.5-26 hpf.

### Cell death analysis

Embryos were incubated at 28.5°C for 20 min in 20 ml 5 μg/ml Acridine Orange (Sigma-Aldrich) diluted in Instant Ocean embryo media at 14, 18 or 24 hpf. After incubation, embryos were briefly washed four times in PTU, anesthetized in Tricaine and embedded in 1% low-melt agarose in glass-bottom Petri dishes and imaged by confocal microscopy. Embryos were freed and reared individually in a 48-well plate. Genotypes were assessed based on the loss of RPE phenotype. Cell death counts were performed using MetaMorph (Molecular Devices). Cell death was inhibited by co-injecting 150 μM *tp53* morpholino (Robu et al., 2007) and 100 pg *bcl-xl* mRNA (Sidi et al., 2008) into 1- to 2-cell stage embryos.

### Quantitative real-time PCR analysis

All cDNA was generated using the Superscript III First-Strand Synthesis System for RT-PCR Kit (Invitrogen) per manufacturer's instructions and all qRT-PCR was performed on a CFX96 and CFX Connect Real-Time System (Bio-Rad) using SsoAdvanced SYBR Green Supermix (Bio-Rad). Analysis of *yap* and *taz* transcripts was performed on whole embryos. mRNA was extracted from dechorionated wild-type (ZDR), *yap^−/−^* and *yap^ΔTB/ΔTB^* embryos at 32 hpf using the RNeasy Plus Mini Kit (Qiagen) per manufacturer's instructions. qRT-PCR was performed using equivalent amounts of mRNA for four biological replicates of ten pooled embryos for ZDR and *yap^−/−^* embryos, while three biological replicates of ten pooled embryos were used for *yap^ΔTB/ΔTB^* embryos. All biological replicates were run in triplicate for each transcript. The zebrafish housekeeping gene *ef1a* was used for normalization.

For verification of transcripts identified as upregulated in RNA-seq, whole eye tissue from 36 hpf embryos expressing Yap S87A or non-expressing siblings was pooled (15 embryos/30 eyes) and mRNA was extracted using TRIzol (Invitrogen). All transcripts were measured in triplicate for each of three independent biological replicates analyzed. *ef1a* was used for normalization.

### Blastulae transplantation

Donor cells were transplanted and targeted into host embryos as previously described (Kemp et al., 2009). After transplantation, donor embryos were genotyped and host embryos raised individually in 48-well plates containing fish water. Retinal clones were scored between 1 and 2 dpf based on the presence of eGFP^+^ nuclei. RPE clones were assessed at 2 dpf based on pigmentation and the characteristic hexagonal shape of RPE cells (Fig. 7). Only eyes that contained H2A-GFP^+^ NR clones were assessed for RPE clones. Fischer's exact test was used to compare the RPE/NR ratio of each mutant genotype combination with the wild-type ratio.

### RNA-seq

Yap S87A and sibling control whole eyes were dissected at 36 hpf and immediately frozen on dry ice until ∼60 pooled retinas were obtained for each genotype. RNA was purified as described (Uribe et al., 2012), except that RNA was eluted in a 50 μl final volume. RNA quality was determined using an Agilent BioAnalyzer. 50 bp single-read sequencing was performed in triplicate for each genotype using an Illumina HiSeq2000 at VANTAGE (Vanderbilt University). Sequencing results were analyzed by VANGARD (Vanderbilt University). RNA-seq reads were mapped to *D. rerio* cDNA sequences from Ensembl release 66. RNA-seq data have been deposited at GEO under accession GSE71681.

## Supplementary Material

Supplementary Material

# Supplementary material for: Yap and Taz regulate retinal pigment epithelial cell fate
**Source:** Development. 2015 Sep 1;142(17):3021–32. doi: 10.1242/dev.119008
**Supplement:** Supplementary Material

Yap and Taz regulate retinal pigment epithelial cell fate — Supplementary Material 

# Yap and Taz regulate retinal pigment epithelial cell fate

## DEV119008 Supplementary Material

- Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

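RNA sequencing of dissected whole eyes of zebrafish embryos at 36 hpf was analysed, with 3 libraries from vsx2:Gal4-driven Yap S87A eyes and 3 libraries from sibling control eyes, which were treated as separate pools of eyes, as the series record gives them. The paper's methods leave this open, and if the libraries of a genotype came from 1 pool, the SD and p-values measure only technical spread. No other sample of the paper was analysed here. The authors mapped the reads to Ensembl cDNA sequences, and their deposited table gives FPKM for each transcript and library. The same table holds the authors' FPKM per genotype, log2 fold change, p-value and q-value per transcript. The FPKM of the libraries were used for every value here, and the columns per genotype only for the comparison with the authors' own calls. The aligner, the quantification program, the handling of reads that match several transcripts and the test behind the q-value are not given in the sources used here.

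The table holds 32767 transcripts of 27649 Ensembl genes and ends at transcript ENSDART00000129722. Isoforms with higher numbers, 7 of the 33 transcripts of Table 2 among them, were therefore not analysed here. In the authors' fold change column 1495 cells hold a spreadsheet error and 1242 are infinite, and 23 gene names had turned into dates, which were replaced by the symbol or gene ID. Loci are on Zv9. Symbols for 18194 gene IDs came from the reference table of gene names. A locus in the table can span more than 1 gene.

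The values are FPKM, which are not counts, while the test chosen before the data were examined assumed counts. They were therefore analysed as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend), with genotype as the only term. A transcript or gene was tested where its FPKM was at least 1 in at least 3 of the 6 libraries, which left 14114 transcripts and 12976 genes. The FPKM of a gene is the sum over its transcripts in the table. The p-values were adjusted by the Benjamini-Hochberg method, and a call is an adjusted p under 0.05. The depth of the libraries is unknown, so no counting error was computed. The precision of a value is given as the SD over 3 libraries or the standard error of limma. The tables were read with Python 3.11.15 and pandas 2.3.3.

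18 gene lists were fixed before the data were examined: Yap/Tead target genes, Hippo pathway components, melanin synthesis and melanosome proteins, biogenesis of lysosome-related organelles, RPE specification and function, retinal progenitor transcription factors, retinal neurogenesis, photoreceptor genes, lens genes, neural crest with periocular mesenchyme and body pigment cells, cell cycle genes, p53 response and apoptosis, actomyosin with focal adhesion and matrix genes, signaling feedback targets, epidermis, blood and vessel, muscle, and heat shock with immediate early genes. Of 706 list members, 654 matched a gene of the table by symbol, older name or alias, and a name can match more than 1 gene ID. Members of the pigment and RPE lists were in part taken from Table 2, which the paper chose on these samples, and the list tests include them. The tests were repeated on the members that Table 2 does not name, after the data were seen. The lists were tested on the gene values with camera (preset correlation 0.01, and an estimated correlation) and fry, with the p-values adjusted over the 18 lists. camera compares the genes of a list with all others, and fry asks whether they move, on balance, one way.

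The genes named in the text were chosen by a rule written before the data were examined, with the values of Table 2 known. They are the genes that the paper names for this experiment and a set of eye and Yap pathway genes, the 10 transcripts with the largest and the 10 with the lowest log2 fold change among those called with no overlap between the genotypes (at most 1 per gene name), the up to 4 called genes of each list with the smallest adjusted p, and up to 2 abundant genes of each list of other cell types. A gene named outside this rule was chosen after its values were seen. For tests of explanations, smaller lists of red blood cell genes, endothelial genes, genes of crest-derived pigment cells, and enzymes and transporters of melanin synthesis were made after the data were seen.

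In a test on simulated data with the spread of these libraries, 200 transcripts were changed by known amounts. Of those changed by 0.5, 1, 2 and 3 on the log2 scale, 28%, 62%, 92% and 90% were recovered, with 6 false calls among 13914 unchanged transcripts. For genes, 26%, 66%, 88% and 94% were recovered, with 7 false calls among 12776. The real data gave 4393 transcript calls, far more than the 200 changed here, and the simulated spread was independent between transcripts. These rates and false calls therefore need not hold for the real data.

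The alternatives tried were a pseudocount of 0.1 FPKM, no FPKM minimum, the replicate number as a block, each library left out in turn, an adjusted p under 0.01, FPKM summed per gene, order by p-value for ranks, and the other list tests. Median-ratio, upper-quartile and quantile scaling, a fit without the mean-variance trend, and a ranking of only the transcripts with an FPKM of at least 1 in each library were added after the data were seen. Alternatives that need counts were not run.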

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

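The tests of explanations in this part were all chosen after the result they bear on was seen.

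The paper reports transcripts that rose, and 2229 transcripts were lower in Yap S87A eyes (1235 without control replicate 1, 1388 without control replicate 2, 1259 without Yap S87A replicate 1 and 1268 without Yap S87A replicate 3). Of 48 cell cycle genes 44 were lower, with a median log2 fold change of -0.72 (adjusted p = 2.5e-17 from camera, and adjusted p = 0.156 with an estimated correlation). A difference in scaling between the genotypes would move all genes, while the median of all genes was -0.035, which argues against it. With each of 3 other scalings the median of the list stayed under that of all genes by values from -0.63 to -0.68. A factor per library nearly cancels in this difference, so its stability over scalings adds little. A lower share of retinal progenitors would lower their transcription factors about as much. The median of 37 such factors was 0.0842 (SD 0.651), which lies above the cell cycle median by more than this spread. But 14 of them were lower, such as rx2 (-0.97) and sox3 (-0.50), and 12 were higher, such as her9 (2.15). A median of members that go both ways does not measure the share of progenitors, so a lower share stays open. An effect of Yap S87A on the cell cycle stays open and was not tested.

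Many genes of red blood cells and lens, which the paper's text does not discuss for this experiment, were higher. Of 12 red blood cell genes tested, 8 were called higher (5 without Yap S87A replicate 2, and 6 to 9 without any other library), with a median log2 fold change of 0.84, and of 35 lens genes 20 were higher and 5 lower. A lower share of retina in the dissected eyes would raise the markers of every other tissue alike. The epidermis genes had a median of -0.23 (SD 0.528), apart from the red blood cell genes by more than this spread. But the skin left on a dissected eye may vary by library and was not measured. cyt1 had 703, 631 and 527 FPKM in controls and 291, 419 and 348 in Yap S87A eyes. It varied within each genotype but was called lower (log2 fold change -0.82, adjusted p = 0.0123 from limma). The epidermis genes therefore do not decide this. The 31 genes of neural crest, periocular mesenchyme and body pigment cells had a median of -0.14, with 5 higher and 7 lower. A set of 8 genes of crest-derived pigment cells had a median of -0.019 (SD 0.401), under the red blood cell median by more than this spread. These values argue against a lower share of retina as the only cause for the red blood cell genes. For the lens genes, with a median of 0.34, it stays open. More lens tissue alone is argued against by the 23 lens genes with at least 50 FPKM in controls, of which 15 rose and 4 fell. More blood on the Yap S87A eyes stays open, since the 8 of 12 calls, with no gene lower, are fewer than the share set for it and more than the share set against it, while 8 endothelial genes had a median of 0.03 with 1 higher, and an effect of Yap S87A on these tissues was not tested.

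Of 20 genes of melanin synthesis and melanosome proteins 12 were higher (6 without control replicate 1), with a median of 0.41, and of the 9 that Table 2 does not name 5 were higher, while of 27 RPE genes 17 were higher and 1 lower. More pigmented cells of unchanged content would raise the enzymes and transporters of melanin synthesis by 1 common factor. The log2 fold changes of 7 such genes ran from 0.19 to 1.49 (Cochran's Q 94.0 on 6 degrees of freedom, from the standard errors of limma). Q treats the genes as independent, and the sums of oca2 (0.19) and dct (0.35) lack isoforms that Table 2 lists. The 1 FPKM added also shrinks the values of low genes, so Q does not decide this. Of the more abundant genes, slc45a2 (43.2 FPKM in controls) rose by 1.49 (standard error 0.098). tyrp1b (334 FPKM in controls) rose by 0.55 (standard error 0.107), an unlike amount. More crest-derived pigment cells on the dissected eyes stay open, since 8 genes of such cells, 2 higher and 3 lower, had a median of -0.019 (SD 0.401), which lies below that of the 8 melanin genes outside Table 2 and this list (0.23) by less than this spread, and without kita, a gene of both lists, by about this spread (-0.17, SD 0.393). An effect of Yap S87A on RPE cells stays open and was not tested.

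Of other signals that the paper's text and Table 2 do not report (Table S3 was not used here), 20 of 43 actomyosin, focal adhesion and matrix genes were higher and 2 lower (1 lower without control replicate 1 or 2 or Yap S87A replicate 1, and 4 without control replicate 3). Of the heat shock and immediate early genes, 11 of 26 were higher and 3 lower (1 lower without control replicate 1). Of 30 genes of the p53 response and apoptosis, 10 were higher and 3 lower (5 lower without Yap S87A replicate 2). Of 50 genes of retinal neurogenesis, 16 were lower, 7 higher and 27 not called (adjusted p = 0.131 from camera). BX323876.3, named nppb in the reference table, had the largest log2 fold change with 1 FPKM added, 6.91.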

How the results depend on the processing

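The 3 scalings, the fit without a trend and the ranking of transcripts with an FPKM of at least 1 in each library were chosen after the data were seen; the other settings were planned. Over all settings, named genes and transcripts kept their direction and their side of the threshold in 1954 comparisons, lost a call in 144, gained one in 7 and changed sign in 1; the list tests kept theirs in 253 comparisons, and the count of Table 2 transcripts called higher stayed within 1.5 times in 13 of 13. At an adjusted p under 0.01, a stricter threshold, 1098 transcripts were higher and 733 lower. Leaving out 1 library gave 1491 to 1761 higher and 1235 to 1924 lower transcripts (1235 without control replicate 1, 1388 without control replicate 2, 1259 without Yap S87A replicate 1 and 1268 without Yap S87A replicate 3), and 1652 to 1867 higher and 1452 to 2138 lower genes (1452 without control replicate 1, 1503 without Yap S87A replicate 1 and 1541 without Yap S87A replicate 3), with fewer libraries in each fit. With replicate number as a block, 1502 transcripts were higher and 1319 lower; the same numbers do not pair the samples, whose correlations after removal of the genotype means were -0.025, 0.076 and 0.048 for replicates 1, 2 and 3, and controls 1 and 3 correlated best with Yap S87A replicates of another number. The rank of the first cyr61 transcript went from 7 to 2 with a pseudocount of 0.1 and 2 by p-value. Among transcripts with an FPKM of at least 1 in each library, the other cyr61 transcript ranked 4. For ctgf the rank went from 32 to 68, 137 and 13 in these settings. With an estimated correlation, the adjusted p of camera was 0.156 for the lists of actomyosin, lysosome-related organelles, cell cycle, p53, RPE and Yap/Tead targets, 0.248 for blood and vessel, 0.343 for heat shock and immediate early genes and for melanin, and 0.230 for lens. fry gave 5.7e-04 for the Hippo list and 0.0202 for neurogenesis, and photoreceptor genes passed with no FPKM minimum (0.0216). With 1 library left out, the adjusted p ran from 0.0205 (without Yap S87A replicate 2) to 0.261 for epidermis, from 0.0322 (without Yap S87A replicate 2) to 0.375 for neurogenesis and from 0.0392 (without control replicate 2; 0.0460 without Yap S87A replicate 1) to 0.173 for photoreceptor genes. That change of sign was in ccnd2a, which was not called: its log2 fold change of 0.08 ran from -0.023 (without Yap S87A replicate 1) to 0.238 (without Yap S87A replicate 2). Beyond the stricter threshold, the fewer libraries and the order of ranking, the cause was not tested. The planned count-based settings (DESeq2 size factors, RLE and upper-quartile factors of edgeR, count filters and limma-voom) were not run, since the values are FPKM and not counts. The unknown depth leaves open which low values lie near the detection limit.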

Differences from the paper's values

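None of the 26 folds compared with Table 2 differed from the paper's by more than 1.5 times, and the ratio of the value here to the paper's had a median of 0.968 (from 0.907 to 1.02).

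The paper places cyr61 and ctgf among the top 20 transcripts raised and its text names no order. Table S3, to which it refers, was not used here. By log2 fold change of log2(FPKM + 1) among the transcripts called higher, cyr61 ranked 7, within the top 20, and ctgf ranked 32, outside them. Of the planned settings, the ranks of ctgf by p-value (137), with a pseudocount of 0.1 (68), without an FPKM minimum (30), with replicate number as a block (31) and with 1 library left out (29 to 46) all stayed outside the top 20. Among transcripts with an FPKM of at least 1 in each library, ctgf ranked 13 and cyr61 4, an order that was chosen after the values were seen and that drops 0 of the 26 transcripts of Table 2. In the authors' deposited columns, ctgf ranked 41 and cyr61 13 by finite fold change among 2554 transcripts higher at the authors' q-value under 0.05, and 14 and 3 where the authors' control FPKM was at least 1. Ranks 4, 13 and 3 of cyr61 are of ENSDART00000129496. Rank 7 is of ENSDART00000036631, for which the authors' q-value was 0.307. Both genes rose, by 3.31 and 5.04 on the log2 scale for ctgf and cyr61.

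The paper lists the transcripts of Table 2 as raised at an adjusted p under 0.05. Of the 26 analysed here, 23 were called higher and all had the higher mean in Yap S87A eyes. The others were tfec (log2 fold change 0.37, adjusted p = 0.178), pmelb (0.31, adjusted p = 0.0683) and gap43 (0.16, adjusted p = 0.273). In the authors' deposited columns, the q-values of these 3 were 0.0121, 0.0131 and 0.0250, under 0.05 as the paper states. The count was 19 without an FPKM minimum or with replicate number as a block, and 17 to 21 with 1 library left out. The pmelb transcript was called with median-ratio, upper-quartile or quantile scaling, which were chosen after the values were seen and under which 24 of the 26 were called.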

Other observations

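The comparison with splits of the samples in this part was chosen after the calls were seen.

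Some genes of the actin cytoskeleton and the matrix rose in Yap S87A eyes, and others did not pass. Of 43 actomyosin, focal adhesion and matrix genes, 20 rose, 2 fell and 21 did not pass (20 and 3 when adjusted over the list alone), with a median log2 fold change of 0.39 (adjusted p = 5.3e-05 from camera, and adjusted p = 0.156 with an estimated correlation). cnn2, which encodes the actin-binding protein calponin, went from 22.6 ± 0.935 FPKM (SD, n = 3) to 106 ± 8.27 (SD, n = 3), and the tropomyosin gene tpm4b (2.88), the fibronectin gene fn1b (3.11) and the alpha-actinin gene actn4 (ENSDARG00000089776, 0.92) rose too. The genes that fell were tgfbi and myl12.2. 1 gene fell without control replicate 1 or 2 or Yap S87A replicate 1, and 4 fell without control replicate 3. Of 26 heat shock and immediate early genes, 11 rose, 3 fell and 12 did not pass (12 and 3 when adjusted over the list alone), with adjusted p = 6.2e-04 from camera and adjusted p = 0.343 with an estimated correlation. Without control replicate 1, 1 of them fell. Members of the AP-1 transcription factor rose, with junbb from 9.30 ± 0.819 to 92.4 ± 7.08 FPKM (SD, n = 3), fosab by 2.22 and jun by 2.00 on the log2 scale, as did the immediate early gene egr1 by 1.64. Of 30 genes of the p53 response and apoptosis, 10 rose, 3 fell and 17 did not pass, with the same counts when adjusted over the list alone (adjusted p = 0.0277 from camera, and adjusted p = 0.156 with an estimated correlation). Those that rose included tnfrsf1a, a receptor gene for tumor necrosis factor that went from 1.55 ± 0.0438 to 9.95 ± 0.715 FPKM (SD, n = 3), phlda3 (2.38), gadd45bb (2.42) and the AP-1 gene fosl1a (1.08). The genes that fell were casp3a (-0.42), btg2 (-0.39) and ccng1 (-0.24), and 5 fell without Yap S87A replicate 2. cdkn1a (0.16, adjusted p = 0.541 from limma), mdm2 (0.06, adjusted p = 0.783) and tp53 itself (-0.32, adjusted p = 0.0716) did not pass.

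Of 37 feedback targets of Wnt, BMP, FGF, Notch and Hedgehog signaling, 10 rose, 10 fell and 17 did not pass (10 and 11 when adjusted over the list alone), with adjusted p = 0.914 from camera. The median was -0.07 and the mean 0.04. The list pools several pathways, so its median and camera test can hide changes of 1 pathway. All called Notch genes fell: her12 (-1.12), nrarpb (-1.14), her4.1 (-0.87), hey1 (-0.79), her15.1 (-0.69), notch3 (-0.57) and nrarpa (-0.21). The called BMP feedback genes rose: bambib (1.35), smad6b (1.08), smad6a (0.94), id2a (0.71) and smad7 (0.53). Other genes of both pathways, such as hey2 and id1, did not pass. Called FGF genes went both ways, and the Wnt inhibitor gene wif1 rose (1.71). This grouping was made after the data were seen and was not tested. Without Yap S87A replicate 1, 6 of the 37 fell. Of 16 photoreceptor genes, 4 rose, 2 fell and 10 did not pass, with the same counts when adjusted over the list alone (adjusted p = 0.0961 from camera). A rhodopsin gene rho (ENSDARG00000002193) rose by 1.52 and the cone arrestin gene arr3a by 0.52, and the transcription factor genes nr2e3 (-0.51) and thrb (-0.79) of photoreceptors fell. Without control replicate 1, 1 rose, without control replicate 2, 6 rose, and without control replicate 3 or Yap S87A replicate 2 or 3, 2 rose. Among epidermis genes, the keratin gene krt18 (ENSDARG00000018404) went from 40.1 ± 1.05 to 109 ± 10.3 FPKM (SD, n = 3), and the keratin gene krt8 (0.73) and the cadherin gene cdh1 (0.65), which the RPE list also holds, rose, and the annexin gene anxa1c fell by 1.01. The abundant keratin gene krt4 had a log2 fold change of -0.22 and did not pass (adjusted p = 0.102), and cyt1l fell by 0.56, a call lost without control replicate 1 or 2 or Yap S87A replicate 1 or 3 (adjusted p from 0.0557 to 0.0625). Of 16 muscle genes, limma called 0, at an unadjusted p under 0.05 3 were higher and 1 was lower, and adjusted p was 0.914 from camera and 0.803 from fry, with a median of -0.07. Without control replicate 2, 1 muscle gene was higher, and without control replicate 3, 1 was lower. Of 67 ribosomal protein genes, 44 were lower and 1 was higher, with a median of -0.21. These were looked at after the data were seen.

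The authors' columns and the values here were compared over the transcripts tested. The authors' q-value was under 0.05 for 2327 higher and 1936 lower transcripts, of which 1775 and 1454 were called in the same direction here and 1 of those called by both went the other way. For 22 transcripts called here with a log2 fold change over 2 in either direction, clu and amotl2b among them, the authors' q-value was 1. 6888 transcripts stand at 0 in both of the authors' genotype columns.

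Over the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many as the 4393 transcript calls, and the highest other split gave 11. For genes, 1 of the 10 gave as many as 4623, and the highest other gave 8. These splits are too few for a share under 0.05.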
